# Deletion of *taf1* and *taf5* in zebrafish capitulate cardiac and craniofacial abnormalities associated with TAFopathies through perturbations in metabolism

**DOI:** 10.1242/bio.059905

**Published:** 2023-07-13

**Authors:** Jamison Leid, Ryan Gray, Peter Rakita, Andrew L. Koenig, Rohan Tripathy, James A. J. Fitzpatrick, Charles Kaufman, Lilianna Solnica-Krezel, Kory J. Lavine

**Keywords:** TAFopathy, TAF1, TAF5, Heart development, Craniofacial development, Metabolism

## Abstract

Intellectual disability is a neurodevelopmental disorder that affects 2-3% of the general population. Syndromic forms of intellectual disability frequently have a genetic basis and are often accompanied by additional developmental anomalies. Pathogenic variants in components of TATA-binding protein associated factors (TAFs) have recently been identified in a subset of patients with intellectual disability, craniofacial hypoplasia, and congenital heart disease. This syndrome has been termed as a TAFopathy and includes mutations in TATA binding protein (TBP), *TAF1*, *TAF2*, and *TAF6*. The underlying mechanism by which TAFopathies give rise to neurodevelopmental, craniofacial, and cardiac abnormalities remains to be defined. Through a forward genetic screen in zebrafish, we have recovered a recessive mutant phenotype characterized by craniofacial hypoplasia, ventricular hypoplasia, heart failure at 96 h post-fertilization and lethality, and show it is caused by a nonsense mutation in *taf5*. CRISPR/CAS9 mediated gene editing revealed that these defects where phenocopied by mutations in *taf1* and *taf5*. Mechanistically, *taf5-/-* zebrafish displayed misregulation in metabolic gene expression and metabolism as evidenced by RNA sequencing, respiration assays, and metabolite studies. Collectively, these findings suggest that the TAF complex may contribute to neurologic, craniofacial, and cardiac development through regulation of metabolism.

## INTRODUCTION

Birth defects are a major cause of morbidity and mortality worldwide. Between 3-5% of live born infants have birth defects including cardiac, craniofacial, and neurodevelopmental abnormalities that each contribute to adverse perinatal outcomes (Webber et al., 2015). While significant progress has been made identifying environmental contributors to birth defects, our understanding of their genetic basis remains incomplete (Kirby, 2017).

Transcriptional dysregulation represents an important mechanism leading to birth defects (Prescott and Wilkie, 2007). Gene regulatory networks that establish cell states, pattern tissues, and regulate cell differentiation and organ maturation are controlled by thousands of transcription factors, cofactors, and chromatin regulators. Failure to regulate these programs leads to a diverse array of developmental syndromes, including but not limited to, growth and intellectual disability, limb deformities, craniofacial anomalies, and congenital heart defects (Jenkins et al., 2007; de Soysa et al., 2019). It is increasingly recognized that pathogenic variants in key transcription factors are responsible for many developmental syndromes. These ‘general regulator’ transcription factors control gene expression and chromatin accessibility through selective recruitment of RNA Polymerase II and epigenetic machinery to specific genomic loci (Clark et al., 2006; Chen et al., 2022).

Recently, pathogenic variants in TATA Binding Protein Associated Factors (TAFs) key components of transcription factor TFIID have been identified in a subset of patients with intellectual disability, craniofacial hypoplasia, and congenital heart disease (O'Rawe et al., 2015). This syndrome has been termed as a ‘TAFopathy’ and includes mutations in TATA Binding Protein (*TBP*), *TAF1*, *TAF2*, *TAF6*, *TAF8*, and *TAF13* (Rooms et al., 2006; Tawamie et al., 2017; Hellman-Aharony et al., 2013; Alazami et al., 2015). The underlying mechanism by which TAFopathies give rise to neurodevelopmental, craniofacial, and cardiac abnormalities is not understood.

TFIID is a large complex comprised of multiple proteins including TBP and multiple TAFs. The complete TFIID complex and holo-TFIID (lacking TBP) bind to distinct DNA sequences (Wu and Chiang, 2001). Previous studies have identified specific DNA sequences to which TAFs bind within initiator and downstream promoter elements (Juven-Gershon et al., 2006; Juven-Gershon and Kadonaga, 2010). TAFs also interact with enhancers through bromodomain motifs (Lehmann et al., 2012). TAF1 and TAF5 are core components of TFIID complexes. TAF1 binds to DNA and TBP, forming a complex that recruits RNA Polymerase II at sites of transcription. TAF5 acts as a scaffold protein important for the assembly of TFIID components (Bieniossek et al., 2013; Wang et al., 2014). Further adding to the complexity, distinct TFIID complexes consisting of unique TAF combinations may mediate the effect of different transcriptional activators (Brou et al., 1993; Asturias, 2009; Louder et al., 2016).

Here, we report a novel zebrafish model of TAFopathies caused by nonsense mutations in *taf5*. *taf5^−/−^* zebrafish display reduced survival, heart failure, and facial and cardiac hypoplasia and fail to thrive. These findings were recapitulated in *taf1^−/−^* zebrafish. Mechanistically, we reveal roles for TAF1 and TAF5 in coordinating metabolic programs essential for craniofacial and cardiac development.

## RESULTS

### *cora^stl325/stl325^* embryos show signs of early-onset heart failure

We recovered a mutation from an ENU mutagenesis screen that displayed a small heart and craniofacial hypoplasia and lethality, which we referred to as *corazoncito^stl325^ (cora^stl325^)* (Gray et al., 2021). Affected embryos demonstrate evidence of heart failure in Mendelian ratios suggestive of a recessive allele (Fig. 1A). To characterize the cardiac phenotype in detail, we first observed the temporal progression of heart failure in progeny obtained from a *cora^stl325/+^* carrier self-cross. *cora^stl325/stl325^* embryos displayed a collapsed heart and pericardial edema beginning at 96 h post-fertilization (hpf). *cora^stl325/stl325^* hearts were visually indistinguishable from unaffected clutch mates at 72 hpf (Fig. 1A). We observed 100% mortality of embryos that displayed the *corazoncito* phenotype within 2 weeks post-fertilization (Fig. 1B). Quantitatively, *cora^stl325/stl325^* embryos had a nearly three-fold increase in pericardial surface area compared to unaffected clutch mates (Fig. 1C). Measurement of ejection fraction by bright field imaging indicated that *corazoncito* embryos displayed evidence of systolic ventricular dysfunction (Fig. 1D).

**Fig. 1.**
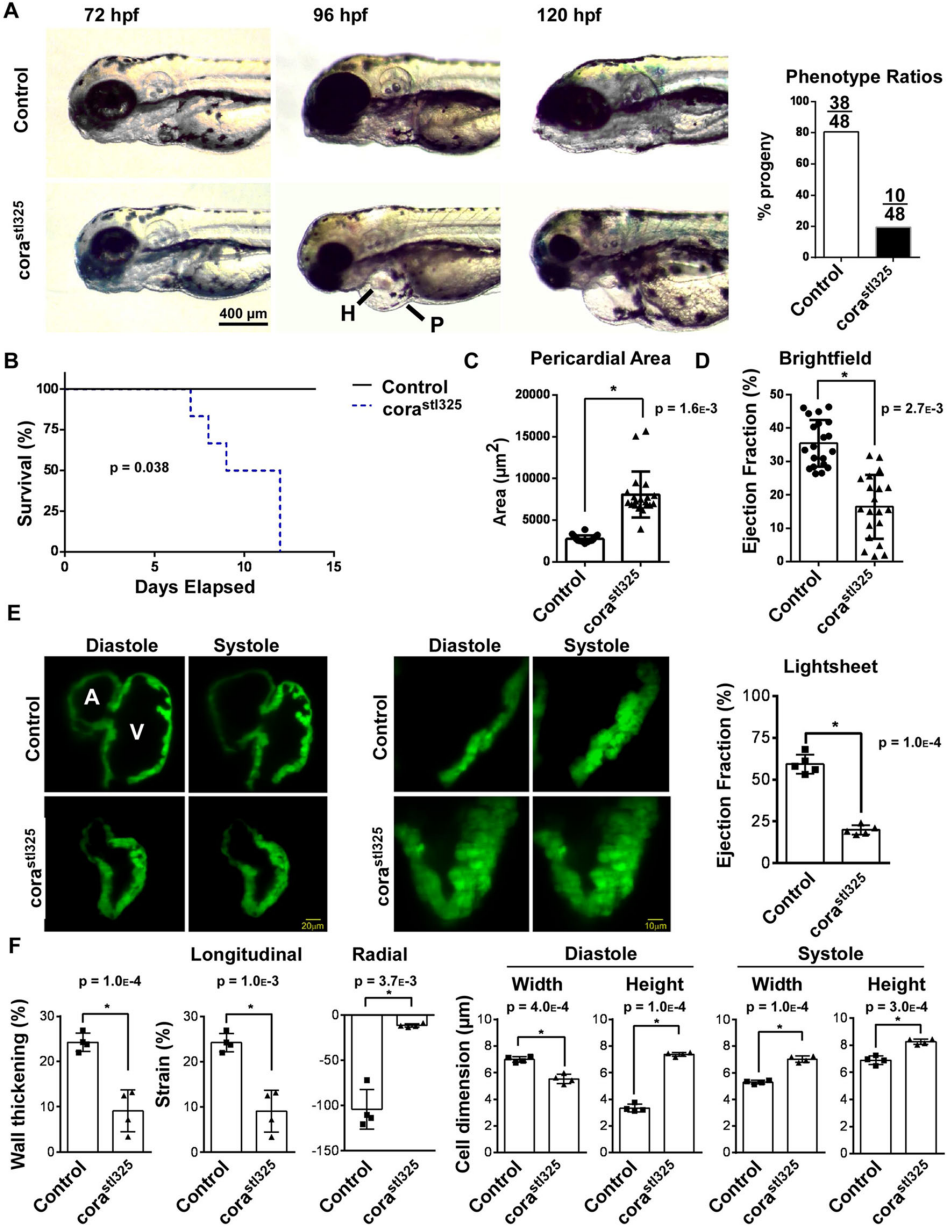
***corast^l325/stl325^* embryos display reduced survival and heart failure**. (A) Light microscopy showing the emergence of pericardial edema between 72 and 120 h post fertilization (hpf). P, pericardium; H, heart. Phenotype ratios are presented on the right. (number of trials=4; number of samples per trial=48) (B) Survival curve of *cora^stl325^* embryos relative to their unaffected clutchmates (number of trials=4; number of samples per trial=48). (C) Quantification of light microscopy images measuring area of the pericardium (number of trials=4; number of samples per trial=48). (D) Quantification of light microscopy images measuring ejection fraction (number of trials=4; number of samples per trial=48). (E) Lightsheet microscopy generated images of 96 hpf embryos harboring the cmlc::GFP transgenic reporter. Hearts are shown in systole and diastole. A, atrium; V, ventricle. Quantification of ejection fraction (*n*=4). (F) Quantification of changes in cell dimension using lightsheet-generated videos (*n*=4).

To further characterize defects in cardiac function, we crossed *cora^stl325/+^* to the cardiomyocyte-specific fluorescent reporter, *Tg(cmlc2: GFP)* (Huang et al., 2003). Lightsheet microscopy performed at 96 hpf confirmed reduced ejection fraction in *corazoncito* embryos (Fig. 1E,F; Movies 1,2). Lightsheet microscopy afforded us sufficient resolution to visualize changes in wall thickness and cellular dimensions throughout the cardiac cycle. This technique revealed that *cora^stl325/stl325^* embryos displayed significant decreases in systolic wall thickening, longitudinal, and radial strain. Measurement of cardiomyocyte dimensions throughout the cardiac cycle indicated that *cora^stl325/stl325^* cardiomyocytes failed to shorten and thicken in systole suggestive of systolic dysfunction. Furthermore, we observed that *cora^stl325/stl325^* cardiomyocytes were shorter and thicker in diastole compared to controls indicative of concomitant diastolic dysfunction (Fig. 1F).

*cora^stl325/stl325^* hearts show normal atrial and ventricular architecture, chamber patterning, and sarcomere formation (Fig. 2A,B). Serial imaging of *cora^stl325/stl325^ Tg(cmlc2:GFP)* hearts revealed diminished ventricular area compared to clutch mates beginning at 72 hpf. Atrial area did not differ between experimental groups (Fig. 2C,D). Measurement of bromodeoxyuridine (BrdU) incorporation – a synthetic nucleoside analogue used to study cell proliferation in living tissues – showed reduced abundance of replicating myocardial cells in *cora^stl325/stl325^* embryos compared to unaffected siblings. We did not observe differences in abundance of replicating pericardial cells as indicated by the number of BrdU positive cells present in the pericardium (Fig. 2E). Together, these data support the hypothesis that *cora^stl325/stl325^* embryos show signs of embryonic heart failure and ventricular hypoplasia.

**Fig. 2.**
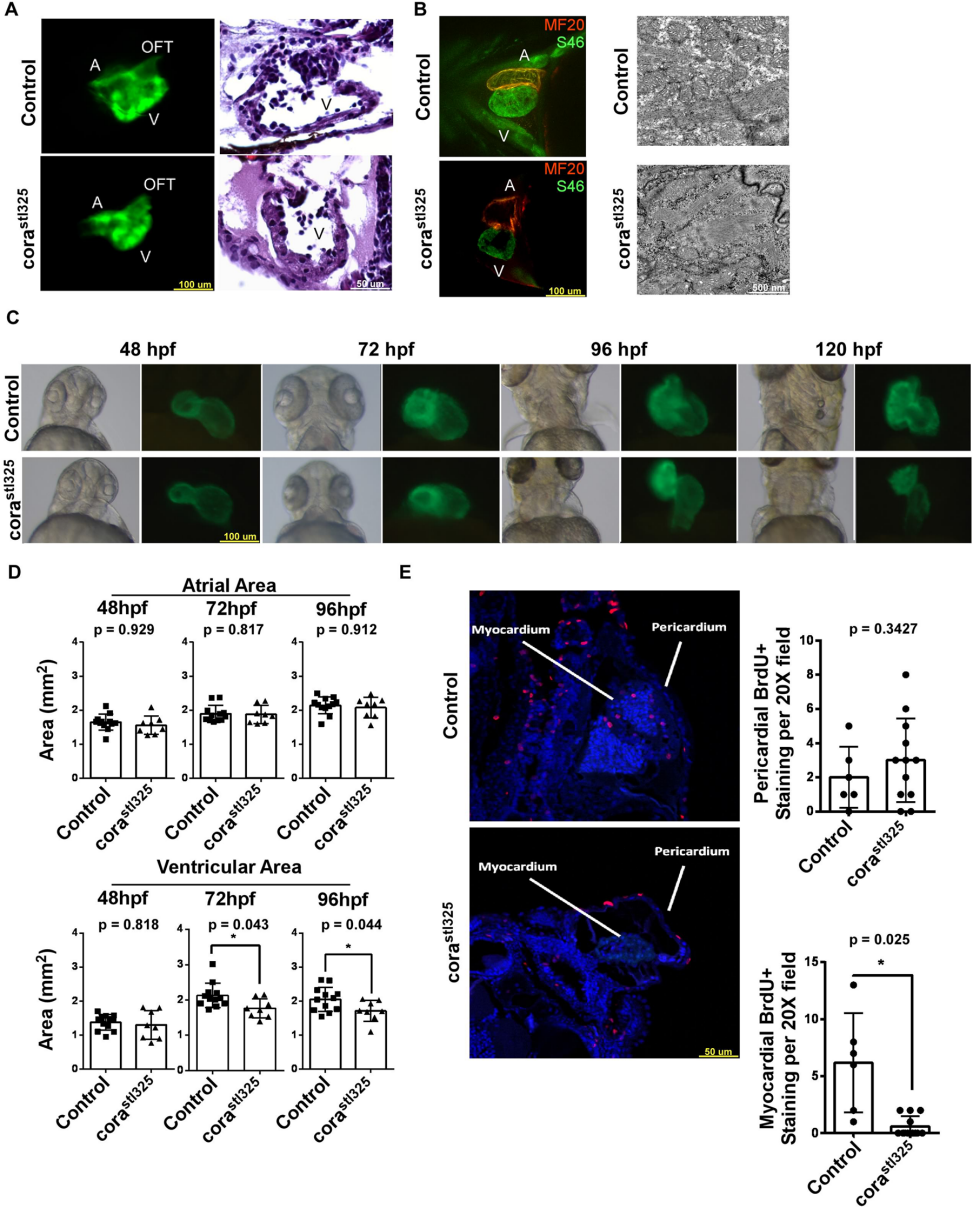
**cora*^stl325^* hearts display hypoplasia and reduced proliferation**. (A) Fluorescent microscopy images of 96 hpf embryos (left, cmlc2::GFP; *n*=8) and H&E staining (right; *n*=4). (B) Fluorescent microscopy images of 96 hpf embryos stained with the SF46 (orange) and MF20 (green) showing normal atrioventricular patterning (left). Electron microscopy showing intact sarcomeres in control and *cora^stl325^* cardiomyocytes (right; *n*=4). (C) Brightfield and fluorescence microscopy time-course of cmlc2::GFP expression between 48 and 120 hpf (Control (*n*=12) and *cora^stl325^* (*n*=8). (D) Quantification of atrial and ventricular cross-sectional areas obtained from C [Control (*n*=12) and *cora^stl325^* (*n*=8)]. (E) BrdU immunostaining (red) of 96 hpf embryos embedded in paraffin [Control (*n*=6) and *cora^stl325^* (*n*=12)].

### *cora^stl325/stl325^* embryos have craniofacial deformities and neuroanatomical defects

In addition to cardiac defects, we observed evidence of craniofacial hypoplasia in *cora^stl325/stl325^* embryos (Fig. 3A). At 96 hpf, *corazoncito* mutants displayed a 33% reduction in head-to-body and eye-to-body ratios despite slight reductions in body length seen in *cora^stl325/stl325^* embryos (Fig. 3B). We performed Alcian Blue staining to evaluate cartilaginous structures, which revealed hypoplastic jaw cartilage (Meckel's Cartilage, Ethmoid plate, Trabecula) in *cora^stl325/stl325^* embryos (Fig. 3C). Histology of 96 hpf sections suggest that chondrocytes that were specified appear morphologically similar between cora and wild-type clutchmates (Fig. 3D). Imaging of *Tg(crestin::GFP)* (migratory neural crest cell marker) and *Tg(sox10::RFP)* (cartilage progenitor marker) embryos demonstrated evidence of delayed neural crest cell migration and cartilage specification in *cora^stl325/stl325^* embryos (Fig. 3E) (Kaufman et al., 2016). X-ray microscopy further demonstrated reduced brain volume in *cora^stl325/stl325^* embryos compared to unaffected siblings (Fig. 3F). Together, these data indicate that *cora^stl325/stl325^* embryos display impaired craniofacial and neurodevelopment.

**Fig. 3.**
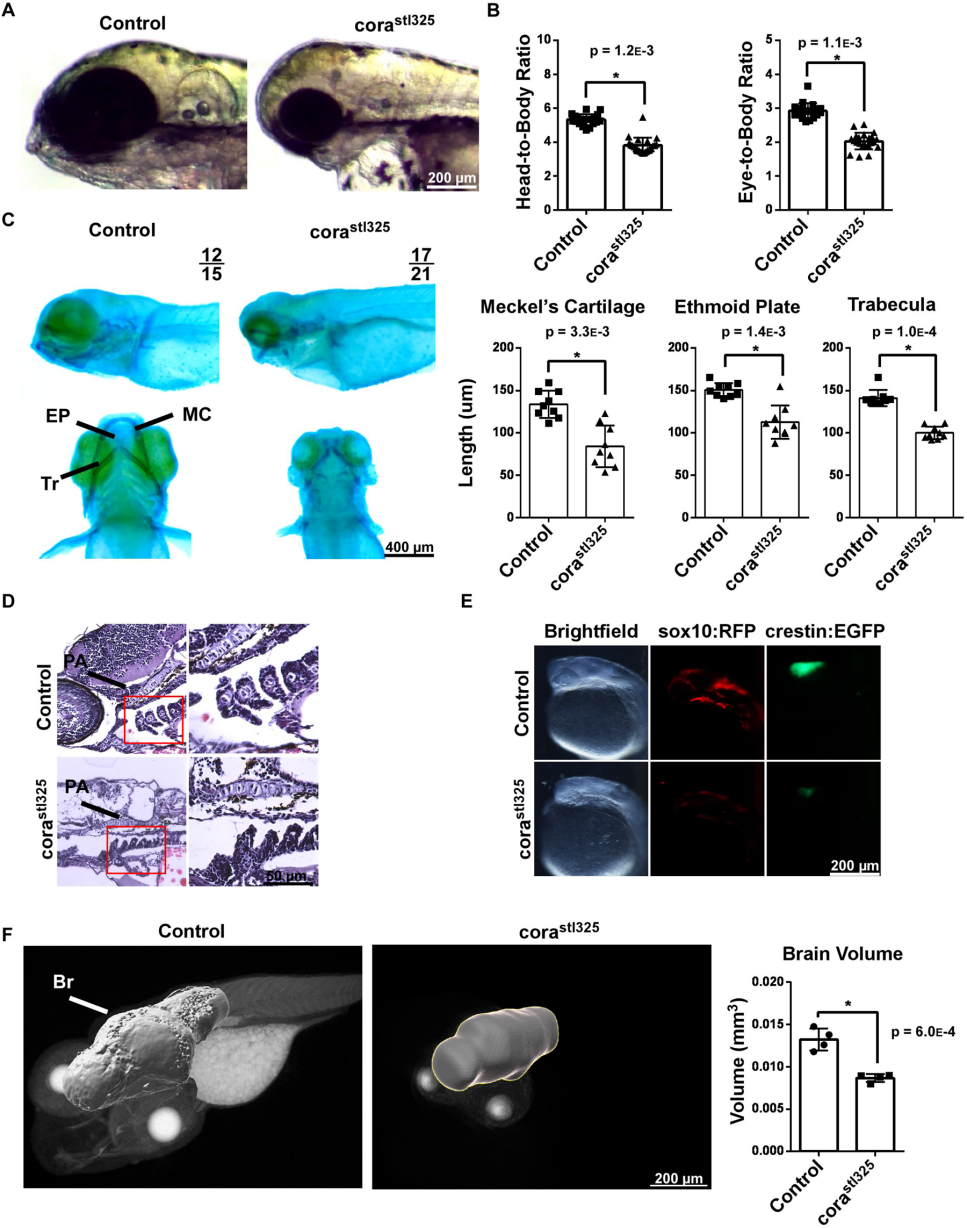
***cora^stl325^* embryos have craniofacial deformities and neuroanatomical defects**. (A) Head morphology of control and *cora^stl325^* embryos at 96 hpf. (B) Head-to-body and head-to-eye ratios. Control (*n*=13), *cora^stl325^* (*n*=9). (C) Alcian Blue staining of control and *cora^stl325^* embryos at 96 hpf (left), with quantification of major jaw elements (right). EP, Ethmoid plate; MC, Meckel's Cartilage; T, Trabeculae. *n*=9 per experimental group. (D) H&E staining of the jaw of control and *cora^stl325^* embryos at 96 hpf. (E) Fluorescence microscopy images of Tg(crestin::GFP) and Tg(sox10::RFP) control and *cora^stl325^* embryos. (F) X-ray microscopy-generated images of 96 hpf embryos (left) and quantification of tissue volume (right). Br, brain Control (*n*=4), *cora^stl325^* (*n*=4).

### *cora^stl325/stl325^* is a nonsense mutation in *taf5*

To map the *cora^stl325/stl325^* mutation, we crossed *cora^stl325/stl325^* carriers (SAT background) into the SJD mapping background as described in Gray et al. (2021) (Kaufman et al., 2016). *cora^stl325/stl325^/*SJD F1 carriers were identified and self-crossed. F2 embryos were collected, pooled into *cora^stl325/stl325^* and unaffected clutch mate groups, genomic DNA isolated, and whole genome sequencing performed (Fig. 4A). We identified an area on Chromosome 1 that retained homozygosity for the AB* background that was found exclusively in embryos displaying the *cora^stl325/stl325^* phenotype (Fig. 4B). Fine chromosomal mapping identified a region on Chromosome 1 (24cM) that was closely linked with the *corazoncito* phenotype (Fig. 4C). By curating mutations found in the mapped region, we discovered a nonsense mutation in exon 3 of *taf5* (Fig. 4D). We developed a genotyping assay that specifically targeted the mutant base-pair substitution by HpyCH4III restriction digest. Genotyping of 49 embryos demonstrated 100% association between the mutated base pair and *corazoncito* phenotype, although Sanger sequencing of individual mutant embryos has not been performed (Fig. 4C).

**Fig. 4.**
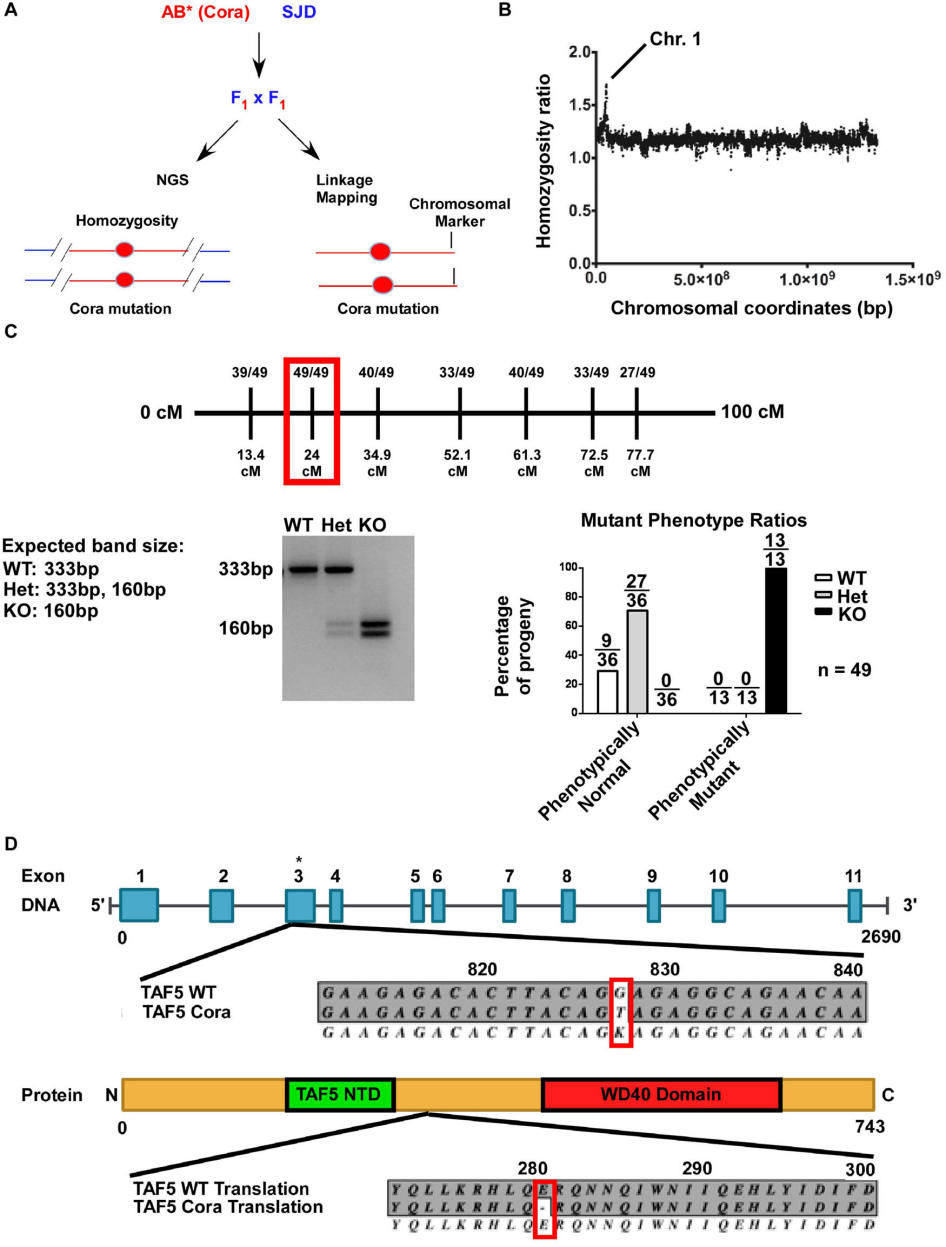
***cora^stl325^* encodes a nonsense mutation in taf5**. (A) Workflow for mapping *cora^stl325^* using whole genome next generation sequencing. (B) Manhattan plot displaying homozygosity ratio for the AB* background (y-axis) as a function of chromosome location (x-axis). A value of 2.0 indicates 100% homozygosity for the AB* background. Chr. 1: chromosome 1. (C) Fine chromosomal mapping identified a 24 cM region (red box) that was linked with the *cora^stl325^* phenotype (top). Genotyping to identify the point mutation leading to a nonsense mutation in taf5. The nonsense mutation was linked to the *cora^stl325^* phenotype (bottom). (D) Graphical representation of the taf5 genomic locus and TAF5 protein including major functional domains. Red box indicates the mutated base and resulting nonsense mutation.

To rigorously implicate *taf5* loss of function as the cause of the *corazoncito* phenotype, we generated a stable *taf5* null allele using CRISPR/Cas9-mediated mutagenesis (referred to as *taf5^stl852^*). *taf5^stl852/stl852^* embryos recapitulated the *corazoncito* phenotype of heart failure and craniofacial hypoplasia. Furthermore, *cora^stl325^* failed to complement the *taf5^stl852^* allele (Fig. 5A). Quantitative measurements of pericardial edema, ejection fraction, head-to-body, and eye-to-body ration were consistent across *cora^stl325/stl325^*, *taf5^stl852/stl852^*, and *cora^stl325^*/*taf5^stl852^* groups (Fig. 5B,C). Measurement of *taf5* mRNA expression by quantitative RT-PCR revealed marked reductions in *taf5* expression in *cora^stl325/stl325^*, *taf5^stl852/stl852^*, and *cora^stl325^*/*taf5^stl852^* embryos compared to controls (Fig. 5E). WISH further revealed that *taf5* was expressed in the whole head and whole heart region. No *taf5* mRNA was detected in *cora^stl325/stl325^* or *taf5^stl852/stl852^* embryos (Fig. 5F). Collectively, these findings support the conclusion that *taf5* loss of function is responsible for the *corazoncito* phenotype.

**Fig. 5.**
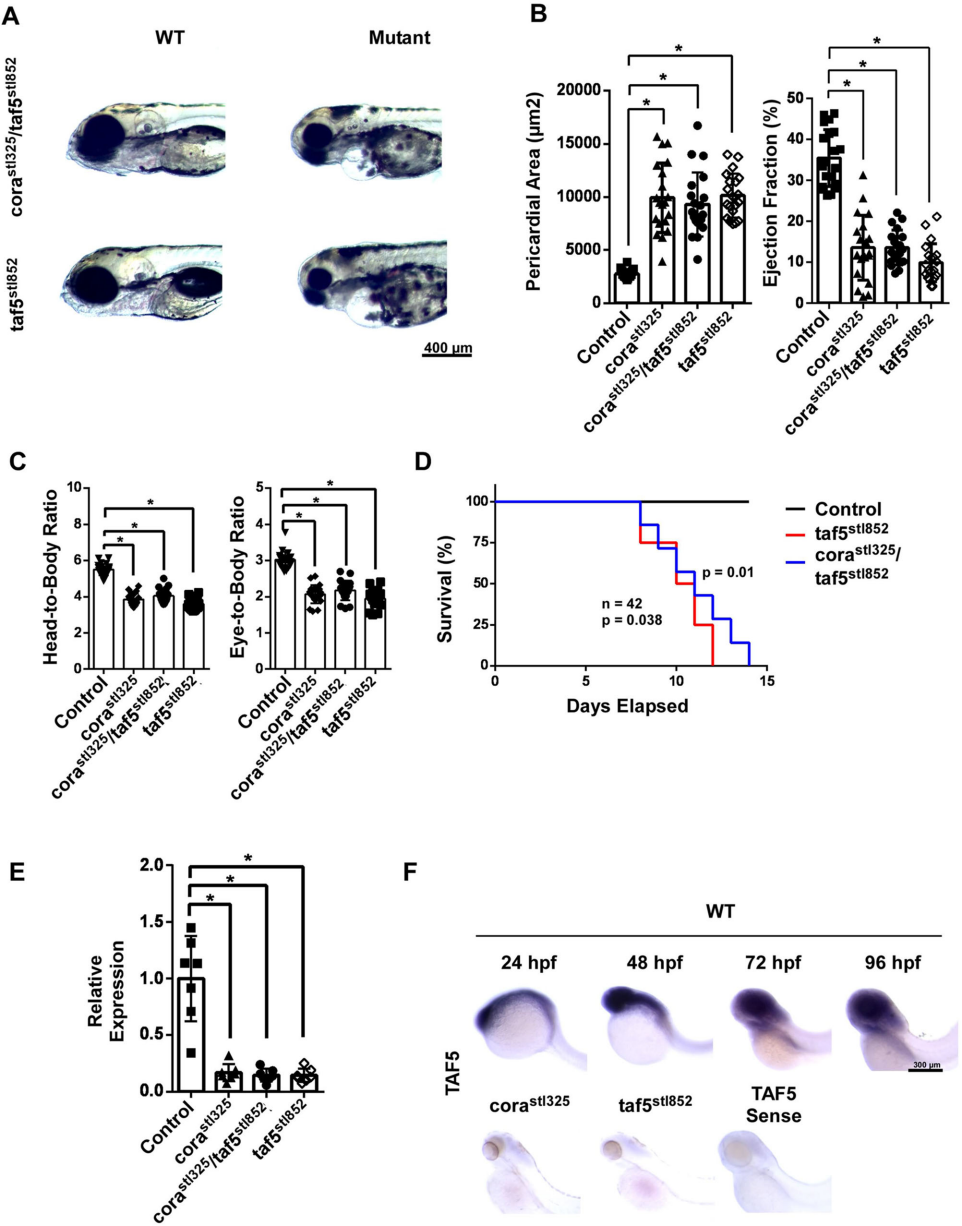
***cora^stl325^* is a null allele of taf5**. (A) Brightfield images of control, *cora^stl325^*, *taf5^stl852^*, and *cora^stl325^*/ *taf5^stl852^* embryos at 96 hpf. (B) Measurement of pericardial area and ejection fraction in control, *cora^stl325^*, *taf5^stl852^*, and *cora^stl325^*/ *taf5^stl852^* embryos at 96 hpf. *n*=22. (C) Measurement of head-to-body and head-to-eye ratios in control, *cora^stl325^*, *taf5^stl852^*, and *cora^stl325^*/ *taf5^stl852^* embryos at 96 hpf. *n*=22. (D) Survival of control, *taf5^stl852^*, and *cora^stl325^*/taf5 CRISPR embryos. *n*=42. (E) RTPCR for taf5 mRNA in control, *cora^stl325^*, *taf5^stl852^*, and *cora^stl325^*/ *taf5^stl852^* embryos at 96 hpf. *n*=7. (F) Time course of taf5 mRNA expression by whole-mount *in situ* hybridization (top) and taf5 mRNA expression in *cora^stl325^* and *taf5^stl852^* embryos at 96 hpf. Note: all brackets marked with ‘*’ represent *P*<1E-4.

### *taf1* deletion recapitulates the *corazoncito* phenotype

TAF5 acts as a scaffold protein important for the assembly of TFIID components (Bieniossek et al., 2013). Coincidentally, studies on TAF1, the catalytic subunit of TFIID, have shown that knockdown of TAF1 results in a similar phenotype of aberrant neurodevelopment (Jacobson et al., 2000). To directly compare phenotypes elicited by deletion of *taf5* and *taf1*, we utilized Cas9/CRISPR gene editing to generate a new null allele of *taf1* (referred to as *taf1^stl456/stl456^*). We observed evidence of pericardial edema, reduced ejection fraction, and craniofacial hypoplasia in *taf1^stl456/stl456^* mutant embryos relative to unaffected siblings. Consistent with these phenotypes *taf1* mRNA was expressed in the head and heart regions at 96 hpf (Fig. 6A-D). Alcian Blue staining demonstrated severe hypoplasia and loss of craniofacial cartilaginous structures (Fig. 6E), whereas X-ray microscopy showed reduced brain volume (Fig. 6F). We next performed whole mount *in situ* hybridization for markers of craniofacial development and brain patterning. WISH indicated that *crestin* expression was similar between control and *taf1^stl456/stl456^* embryos, suggesting that neural crest cells specification is not impacted by *taf1* inactivation. In contrast, *sox10* expression was markedly reduced indicating a defect in the differentiation of cartilage progenitors from neural crest cells (Fig. 6G). We also observed decreased expression of pan-neural (*neurog1*), forebrain (*six3b*), and midbrain (*adcyap1b*) markers and an expansion of the hindbrain marker, *zic2a* (Fig. 6H). Collectively, these findings indicate an overlapping phenotype between *taf1* and *taf5* mutant embryos that recapitulates key features of TAFopathies. The phenotype of *taf1* mutant embryos was comparable to that of *taf5* mutant embryos.

**Fig. 6.**
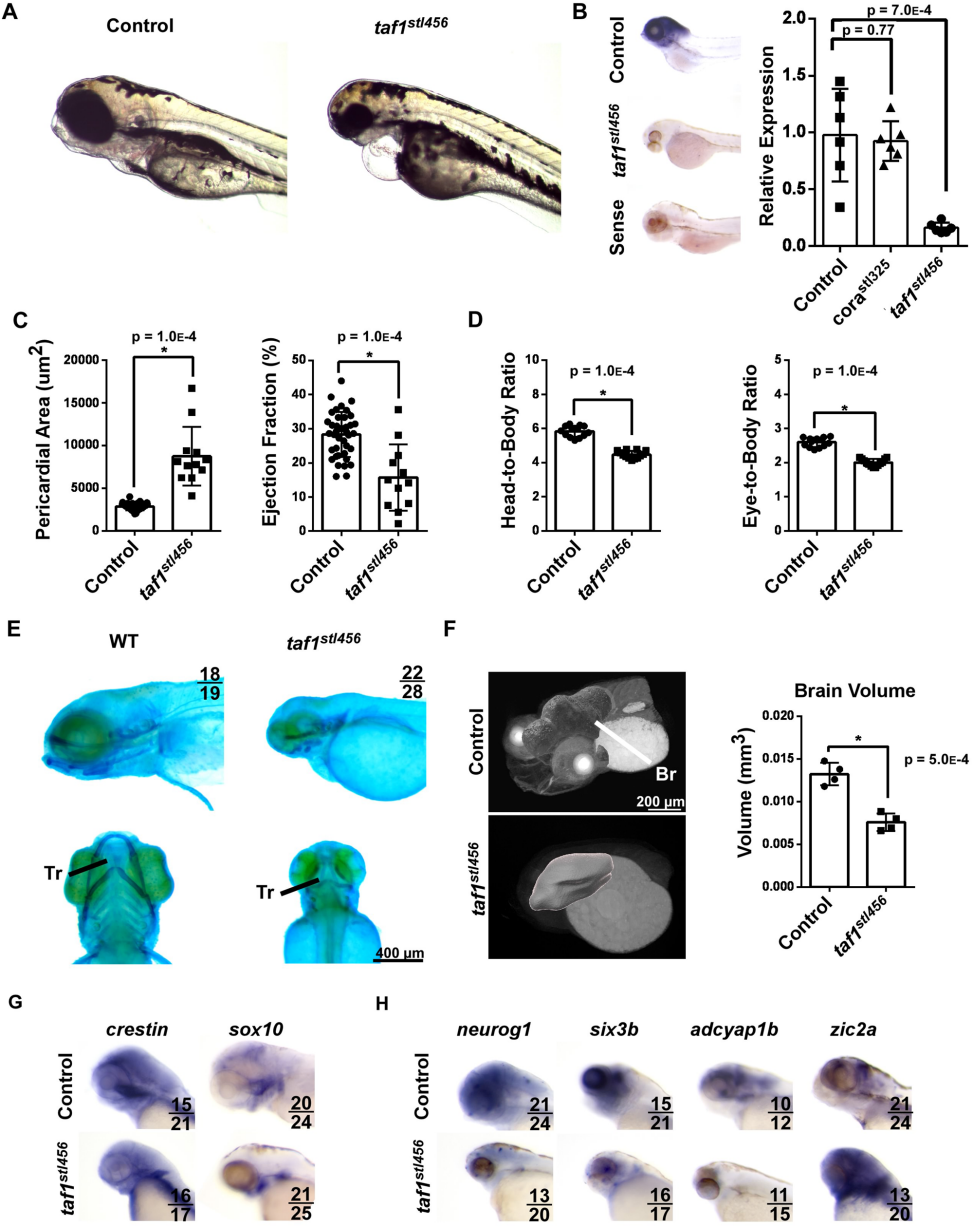
**taf1 deletion recapitulates the corazoncito phenotype**. (A) Brightfield images of control and *taf1^stl456/stl456^* embryos at 96 hpf. (B) taf1 mRNA expression measured by *in situ* hybridization (left) and RT-PCR (right). *N*=6 per experimental group. (C) Quantification of pericardial area (left) and ejection fraction (right) in control (*n*=30) and *taf1^stl456/stl456^* (*n*=12) embryos at 96 hpf. (D) Quantification of head-to-body ratio (left) and head-to-eye ratio (right) in control (*n*=21) and *taf1^stl456/stl456^* (*n*=20) embryos at 96 hpf. (E) Alcian Blue staining of control and taf1 knockout (KO) embryos. (F) X-ray microscopy-generated images of control and taf1 KO embryos at 96 hpf (left). Quantification of brain volume (right). *N*=4 per experimental group. Br, brain (red), heart (blue). (G) Whole-mount *in situ* hybridization of crestin and sox10 mRNA expression in control and taf1 KO embryos at 96 hpf. (H) Whole-mount *in situ* hybridization of neuronal (neurog1) and brain region markers (six3b, Adcyap1b, zic2a).

### *taf5 l* is dispensable for embryonic development

*taf*5 is closely related (46% amino acid identity) to an evolutionarily conserved homolog, *taf5l* (Fig. S1A). To ascertain its function and examine potential redundancy between *taf5* and taf5*l*, we generated a null allele in exon 2 of *taf5l, taf5l^stl851^*, WISH revealed that *taf5l* was expressed ubiquitously throughout WT embryos, whereas *taf5l* RNA was not detected in embryos homozygous for our nonsense allele (Fig. S1B). *taf5l^stl851/stl851^* mutant embryos were viable and did not display any evidence of craniofacial hypoplasia, pericardial edema, or reduced cardiac function at 96 hpf and grew into fertile adults. Crosses of *taf5l^stl851/stl851^* fish to test for possible maternal effects produced normal progeny, indicating that *taf5l* is dispensable for development. Furthermore, compound mutant analyses indicated that loss of *taf5l* function did not worsen craniofacial and cardiac phenotypes observed in *taf5* mutant (*corazoncito*) embryos (Fig. S1C,D) suggesting that *taf5* and *taf5l* are not redundant.

### *taf5* regulates oxidative metabolism

As *taf5* is a member of the TFIID complex (Patel et al., 2018) and likely regulates transcription, we performed RNAseq to investigate potential mechanisms by which *taf5* loss of function contributes to the observed cardiac phenotypes. We isolated RNA from embryonic hearts recovered from *cora^stl325/stl325^; Tg(cmlc2::gfp)* embryos and their unaffected *Tg(cmlc2::gfp)* clutchmates at 96 hpf. 

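RNA sequencing was done on 3 control and 4 *cora stl325/stl325* libraries, each made from a pool of 100 hearts at 96 hpf. *cora stl325* (*corazoncito*) is a nonsense allele of *taf5*, which encodes a subunit of TFIID, and the *Tg(cmlc2::gfp)* transgene marks the heart with green fluorescent protein. *taf5* (ENSDARG00000018325) lies on chromosome 1 of the Zv9 genome build from 49921680 to 49938546. Its exons overlap those of *atp5md* on the opposite strand, and the counting is not stated to use the strand, so reads of both genes could have been mixed. *taf5* was at 8.83 normalized CPM (counts scaled to a common library total) in control replicate 1, at 5.10 in control replicate 3 and at 5.27 in the control library that carries no replicate number. It was at 1.97, 3.10, 3.70 and 4.56 normalized CPM in *cora* replicates 1, 2, 3 and 4. The means were 6.40 ± 2.11 (SD, n = 3) and 3.33 ± 1.09 (SD, n = 4), and each *cora* library was lower than each control library (exact permutation test on log2 values, two-sided, p = 0.0571). The log2 fold change was -0.94 (standard error 0.38, adjusted p = 0.232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested). With each library left out in turn, it stayed between -1.13 and -0.63.
The authors deposited, for each library, the number of reads they counted on each of 33737 Ensembl genes, without normalization, with CPM and RPKM beside it. The paper's text does not name the aligner or the counting program. The reads counted on genes totalled 27698492, 32037220 and 28799029 in control replicate 1, control replicate 3 and the unnumbered control library. They totalled 22886627, 24584866, 21474488 and 25643733 in *cora* replicates 1 to 4. The counts were scaled by edgeR's TMM method, and the 21632 genes that its filter on low counts kept were tested, with no covariate. Control replicate 1 had a TMM factor of 0.839, against 0.950 to 1.09 in the other libraries, and 33.7% of its counts lay on the mitochondrial chromosome, against 16.8% to 21.8%. Spearman's correlation of log counts across genes was 0.976 between the other 2 control libraries, 0.916 between control replicate 1 and each of them, and 0.924 to 0.959 between *cora* libraries. No pair of replicates differed by as little as the sampling noise, so each counted as 1 sample. The biological coefficient of variation over all genes was 0.427.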

Control and *cora^stl325/stl325^* sequencing libraries were generated from pooled samples each containing 100 hearts. 

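The first principal component (PC1) of log2 CPM held 35.4% of the variance between the 7 libraries. The control libraries lay at 69.2 ± 29.2 (SD, n = 3) on PC1 and the *cora stl325/stl325* libraries at -51.9 ± 26.6 (SD, n = 4), with no overlap (exact permutation test, two-sided, p = 0.0286, the smallest that 35 splits of the libraries allow). The second component held 24.3% of the variance and set control replicate 1, at 118, apart from the other control libraries, at -28.3 and -30.3. Of the genes tested, 3472 had an absolute log2 fold change of 1 or more, 1913 of them lower and 1559 higher in *cora* hearts. At an adjusted p under 0.05 from the quasi-likelihood test, 426 genes passed, 186 lower and 240 higher, and 414 of these had an absolute log2 fold change of 1 or more. At an unadjusted p under 0.05, 3838 genes passed, where chance alone gives 1081.6. Every control library lay on one side of every *cora* library for 3837 genes, or 17.7% of those tested, against 5.71% by chance, and for all 426 genes past the adjusted threshold. The count depended on the test and on single libraries. Limma's voom with sample quality weights gave 3113 genes at an adjusted p under 0.05, and a fit of the 4 libraries numbered 1 and 3, with the number as a block, gave 0, with 2101 at an unadjusted p under 0.05. That fit has few libraries from which to estimate the spread, so its 0 is weak evidence. Neither the paper nor the labels say that a number marks a shared clutch. Leaving out control replicate 1 gave 1207 genes, which included 389 of the 426, while leaving out the unnumbered control library gave 34 and leaving out control replicate 3 gave 41. Without *cora* replicates 1, 2, 3 and 4 the count was 51, 208, 85 and 635.

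**Figure D1:**
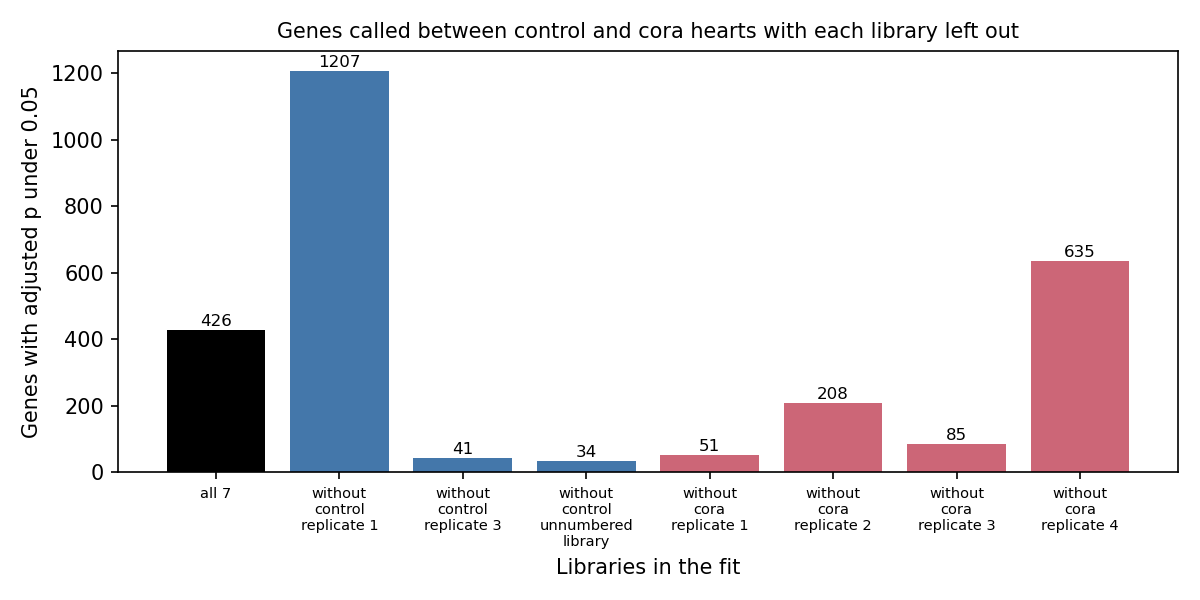
Number of genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test between control and *cora* hearts, with all 7 libraries (black) and with each control (blue) or *cora* (red) library left out. The bars run from 34 genes without the unnumbered control library to 1207 genes without control replicate 1.

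In 7 of 7 libraries both the epidermis and the liver marker list took a larger share of the counts than the cardiomyocyte list. The cardiomyocyte list lacks *vmhc* and other heart muscle genes, which were not matched to a gene ID. A fold change in these pools can therefore reflect their mix of tissues as well as transcription in heart cells. By the rule used to name genes, the largest falls were in genes of digestive enzymes of the exocrine pancreas. *ela2l* (ENSDARG00000056765, chromosome 8, 21904789 to 21910503) was at 2114 ± 1188 normalized CPM in control (SD, n = 3) and 35.7 ± 23.0 in *cora* hearts (SD, n = 4), a log2 fold change of -5.89 (standard error 0.67, adjusted p = 0.00798 from the quasi-likelihood test). *ela2*, *amy2al2*, *prss59.1* and *amy2a* had log2 fold changes of -5.67, -5.57, -5.50 and -5.26. *ela2l* and *ela2* are neighbouring related genes, and the counting could have split reads between them. The largest rise was in *scpp8* (ENSDARG00000093124, chromosome 10, 15135382 to 15139446), from 2.46 ± 1.23 normalized CPM (SD, n = 3) to 366 ± 446 (SD, n = 4), a log2 fold change of 7.23 (standard error 1.22, adjusted p = 0.0287 from the same test). *scpp8* ranged from 39.1 to 1018 normalized CPM between *cora* libraries. It was followed by the lens crystallin genes *crygm2d7*, *crygm2d18*, *crygm2d10* and *crygm2d3*, with log2 fold changes of 5.96, 5.94, 5.88 and 5.85, which lie close together on chromosome 9 and could also have shared reads. Without *cora* replicate 4 these were 4.70, 4.51, 4.58 and 4.66. With each library left out in turn, these crystallin genes missed an adjusted p under 0.05 in 4, 5, 5 and 4 of 7 fits. *scpp8* and *amy2al2* each missed it in 3 of 7 fits, and the other named falls in 0.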

Principal component analysis (PCA) revealed markedly distinct transcriptional profiles between control and *cora^stl325/stl325^* hearts, with 2274 genes showing an log2 fold value of 1 or greater in expression (Fig. 7A). Pathway analysis suggested alterations in several distinct biological processes including metabolism (Fig. 7B). *cora^stl325/stl325^* hearts displayed downregulation of numerous genes involved in the TCA cycle (9/17 genes) and the Electron Transport Chain (56/118 genes) (Fig. 7C,D). 

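The paper's text names only part of its gene lists, so lists of TCA cycle enzymes and of electron transport chain subunits were written out before the data were examined. Of 23 TCA cycle genes tested, 15 had a log2 fold change below 0 in *cora stl325/stl325* hearts, and the median was -0.13. At an adjusted p under 0.05 from the quasi-likelihood test, 0 of them were lower and 0 higher; adjusted over the list alone 2 were lower, and 5 were lower at an unadjusted p under 0.05. The lowest was *suclg2* (ENSDARG00000044914, chromosome 11, 17122824 to 17359780), at 333 ± 114 normalized CPM in control (SD, n = 3) and 114 ± 49.9 in *cora* hearts (SD, n = 4). Its log2 fold change was -1.55 (standard error 0.37, adjusted p = 0.0685), and it was lower in 4 of 4 *cora* libraries than in any control library. As a list, the TCA cycle genes were not set apart from the other genes tested (limma's camera, adjusted p = 0.0874 over 35 lists), and leaving out control replicate 1 gave 0.00731.
Of 84 nuclear genes of electron transport chain subunits and cytochrome c, 79 had a log2 fold change below 0, and the median was -0.31. None passed an adjusted p under 0.05 (0 over all genes tested and 0 adjusted over the list alone), and 6 were lower at an unadjusted p under 0.05. The list was lower than the other genes tested by camera (adjusted p = 2.2e-04), and with control replicate 3 left out the adjusted p was 0.164. Of these lists, 8 TCA cycle genes and 15 electron transport chain genes are among those drawn in Fig. 7C, which the study chose on the same libraries, so for them the count over the list alone is not independent evidence. Camera assumes a small preset correlation between genes: under limma's fry, or with the correlation estimated, no call on a metabolic list held (adjusted p of 0.170 to 0.412 under fry and 0.747 with the estimated correlation for those that camera called). With the correlation estimated no list of any kind passed, so that setting says little about the metabolic lists. Even the exocrine pancreas list, whose 10 genes all passed singly, had an adjusted p of 0.107, whereas fry called it (0.0297). The mean log2 level of the electron transport chain list, relative to all libraries, was -0.34, 0.57 and 0.34 in control replicate 1, control replicate 3 and the unnumbered control library, and 0.01, -0.45, 0.07 and -0.19 in *cora* replicates 1 to 4. The difference between the groups was within the spread between libraries (exact permutation test, two-sided, p = 0.286), as it was for the TCA cycle list (p = 0.314).

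**Figure D2:**
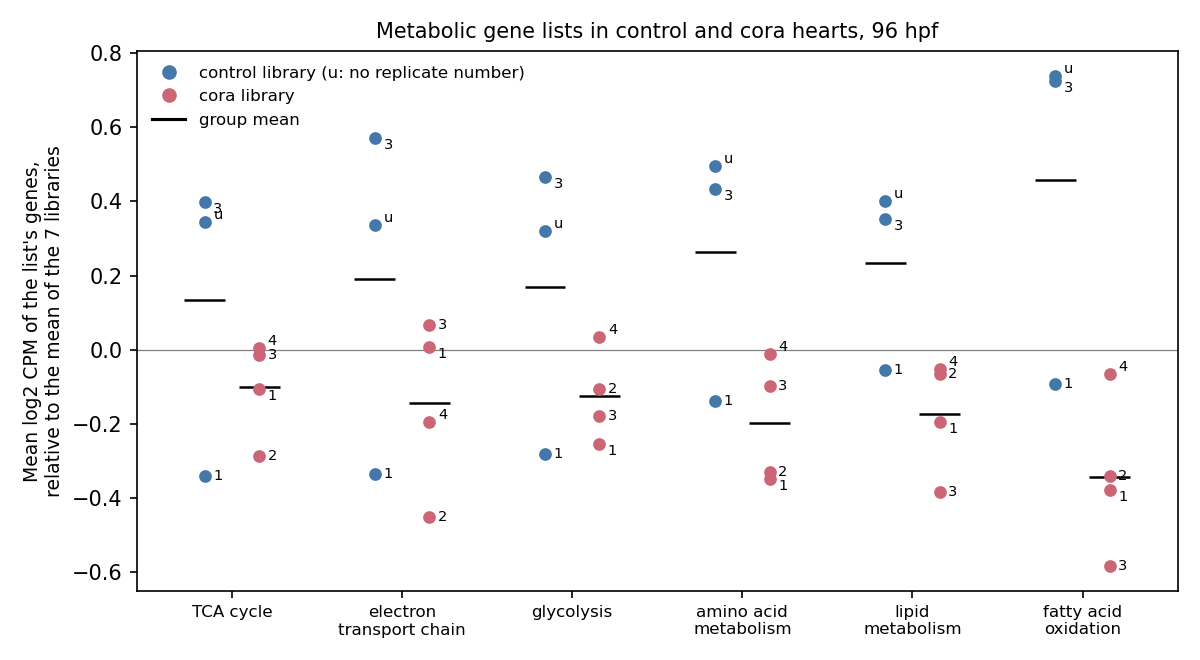
Mean log2 CPM of the genes of 6 metabolic lists in each control (blue) and *cora* (red) library, relative to the mean of the 7 libraries; labels are replicate numbers, u is the control library without one, and bars are group means. Control replicate 3 and the unnumbered control library lie above the *cora* libraries in each list, and control replicate 1 lies among or below them, at -0.34 for the electron transport chain.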

Interestingly, other major pathways, including glycolysis (7/20), amino acid (10/24), and lipid (20/26) metabolism were significantly impacted.

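The glycolysis list moved in both directions. Of 28 genes tested, 15 were lower and 13 higher in *cora stl325/stl325* hearts, with a median log2 fold change of -0.02, and the list was not set apart by camera (adjusted p = 0.234), although it was with control replicate 1 left out (adjusted p = 0.0260). At an adjusted p under 0.05 from the quasi-likelihood test, 1 gene was lower and 0 higher, over all genes tested and adjusted over the list alone, and 5 were lower and 1 higher at an unadjusted p under 0.05. The lowest, *aldoc*, had a log2 fold change of -2.47 and a standard error of 0.70, and did not pass. Of 52 amino acid metabolism genes, 39 were lower, with a median of -0.48; 2 were lower and 1 higher at an adjusted p under 0.05, and adjusted over the list alone 11 were lower and 2 higher. The 2 lower genes, *amt* and *ahcy*, had log2 fold changes of -1.37 and -1.12, and the higher gene was *odc1*, at 2.75. Camera gave an adjusted p of 2.2e-04 for this list. Of 45 lipid metabolism genes, 36 were lower, with a median of -0.56; 2 were lower and 1 higher at an adjusted p under 0.05, and adjusted over the list alone 13 were lower and 3 higher. The gene with the largest rise was *acsl4*, with a log2 fold change of 2.37 (standard error 0.49, adjusted p = 0.0484). Camera gave an adjusted p of 1.9e-05, and the list's mean level differed between the groups by more than in most splits of the libraries, but not past 0.05 (exact permutation test, two-sided, p = 0.0571, against p = 0.114 for amino acid metabolism). *amt*, *ahcy*, *odc1* and *acsl4* were named after their values were seen, because few genes passed. With control replicate 1 left out, 3 glycolysis, 13 amino acid and 13 lipid metabolism genes were lower at an adjusted p under 0.05, and with *cora* replicate 4 left out, 2, 5 and 3 were. With any one of the other 5 libraries left out, 0 genes of each of these lists were. Liver marker genes took 0.739%, 2.75% and 3.03% of the counts in control replicate 1, control replicate 3 and the unnumbered control library. They took 0.387%, 0.538%, 1.14% and 2.67% in *cora* replicates 1 to 4. Whether the amino acid and lipid metabolism lists followed the amount of liver in the pools was not tested, so liver stays open as a cause.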

**Fig. 7.**
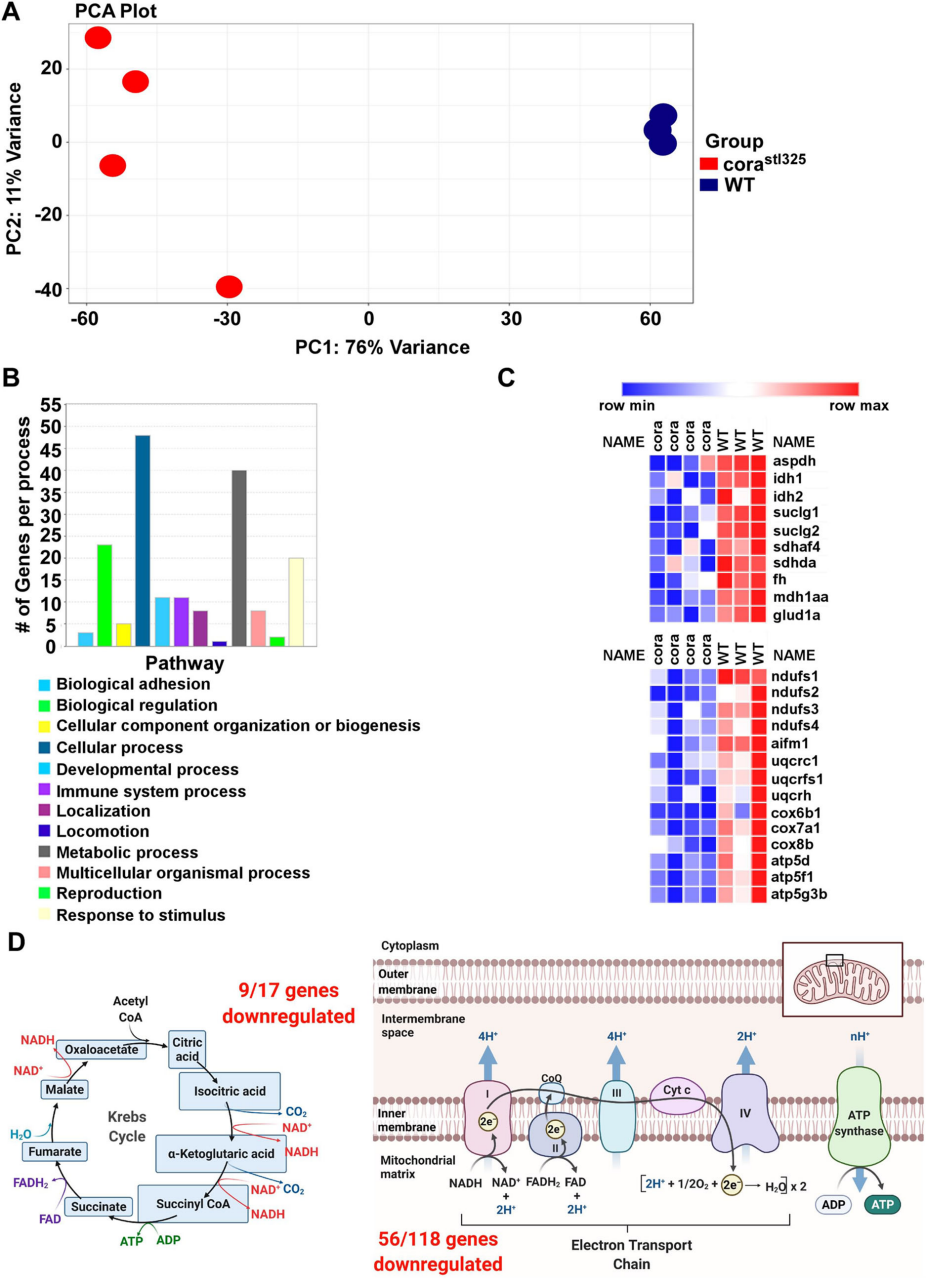
**RNA sequencing of control and *cora^stl325^* identifies derangements metabolic gene expression**. (A) Principal component analysis (PCA) plot of pooled sequencing libraries generated from control and *cora^stl325^* embryos at 96 hpf. Each dot represents a pool of 100 embryonic hearts. (B) Bar graph of the top Gene Ontology (GO) pathways associated with genes differentially expressed between control and *cora^stl325^* hearts. (C) Heat map of metabolic genes significant with significantly reduced expressed in *cora^stl325^* hearts. (D) Graphical representation of the number of differentially expressed metabolic genes associated with the TCA cycle (left) and the electron transport chain (right). Made with BioRender.

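The 24 genes drawn in the heat map matched 25 gene IDs, since *sdhd* matched 2 and reads could have been split between them. All 25 had a log2 fold change below 0 in *cora stl325/stl325* hearts, the lowest at -2.16 for *cox7a1*, and 3 were at -1 or less. At an adjusted p under 0.05 over all genes tested, 0 passed; 6 were lower at an unadjusted p under 0.05, and adjusted over the list alone 4 were lower. The study chose the list on these libraries, so the count over the list alone is not independent evidence. *cox7a1* (ENSDARG00000069464, chromosome 15, 19364726 to 19367438) was at 16.8 ± 10.9 normalized CPM in control (SD, n = 3) and 3.76 ± 1.22 in *cora* hearts (SD, n = 4; standard error of the log2 fold change 0.47, adjusted p = 0.0547 from the quasi-likelihood test). *mdh1* (ENSDARG00000017772, chromosome 1, 51478230 to 51500208) was at 526 ± 96.1 and 268 ± 33.9 normalized CPM, a log2 fold change of -0.97 (standard error 0.23, adjusted p = 0.0651). *suclg1* had a log2 fold change of -0.96 (adjusted p = 0.12), and *aspdh*, whose exons overlap those of *gys1* on the opposite strand, one of -1.15 (adjusted p = 0.364). *cox7a1* and *mdh1* were lower in 4 of 4 *cora* libraries than in any control library, and *suclg1* and *aspdh* in 3 of 4. With control replicate 1 left out, 5 of the genes passed an adjusted p under 0.05, and with *cora* replicate 4 left out, 1 did.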

To determine whether metabolic genes were globally downregulated, we collected RNA from control, *cora^stl325/stl325^*, and *taf1^stl456/stl456^* whole embryos at 96 hpf. Quantitative RT-PCR confirmed reduced *aspdh*, *suclg2*, *aidm5*, and *cox4il* mRNA expression in *cora^stl325/stl325^* and *taf1^stl456/stl456^* embryos relative to unaffected siblings (Fig. 8A). To discern whether altered metabolic gene expression affected metabolic function, we measured whole embryo basal metabolic rate using a Seahorse XF24 Bioanalyzer at 96 hpf. These studies showed diminished oxygen consumption rate (OCR) in *cora^stl325/stl325^* and *taf1^stl456/stl456^* embryos relative to control clutch mates. To verify that decreased basal metabolic rate was not a secondary result of heart failure, we measured basal OCR in embryos lacking *titin (ttna^stl853^)*, an established model of profound heart failure (Fig. S2) (Nechiporuk et al., 1999). Basal OCR did not differ between control and *ttna^stl853/stl853^* embryos (Fig. 8B). Reduced metabolic activity was further supported by increased NAD/NADH and ADP/ATP ratios in *cora^stl325/stl325^* and *taf1^stl456/stl456^* embryos relative to control siblings and *N2:ttna* embryos (Fig. 8C). Mitochondrial function was assessed using an Oroboros O2k-FluoRespirometer at 96 hpf. Consistent with the Seahorse data, *cora^stl325/stl325^* mitochondrial respiration showed significant perturbations at all states of respiration (Fig. 8D). Together, these results suggest that *taf1* and *taf5* are essential regulators of oxidative metabolism during embryonic development.

**Fig. 8.**
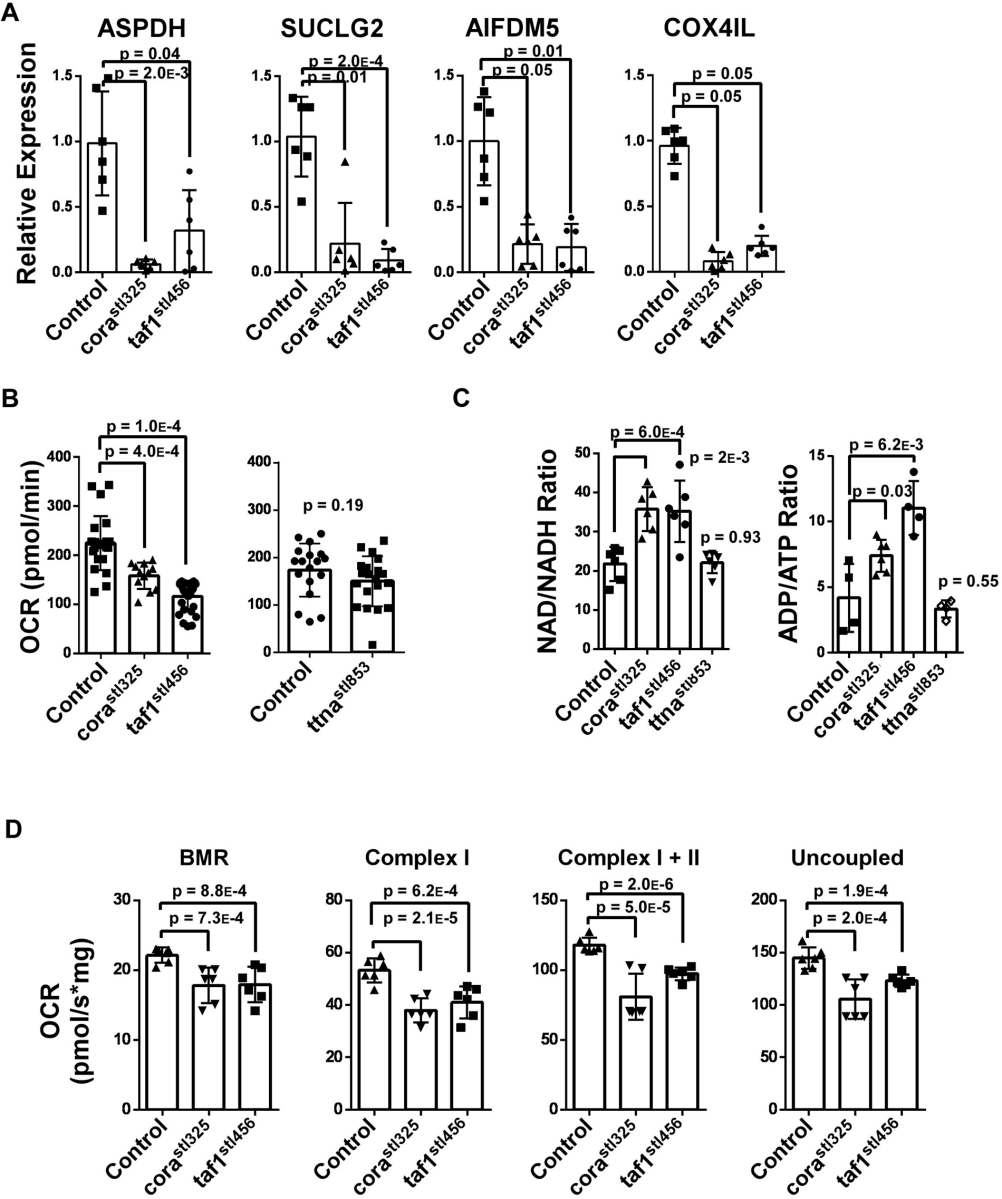
**Defective oxidative metabolism in *cora^stl325^* and taf1 knockout embryos**. (A) RTPCR showing the reduced expression of genes involved in the TCA cycle (Asdph, Suclg2) and the electron transport chain (Aifdm5, Cox4il) in *cora^stl325^* and *taf1^stl456^* embryos at 96 hpf. Each data point represents a pool of 20 embryos. (B) Reduced basal oxygen consumption rates (OCR) in *cora^stl325^* (*n*=12) and *taf1^stl456^* (*n*=12) embryos compared to controls at 96 hpf (left). Preserved basal OCR in ttn^stl853/stl853^ (*n*=20) compared to controls (*n*=18) embryos at 96 hpf (right). Data were obtained from a Seahorse XF24 Bioanalyzer. (C) Targeted metabolite assays measuring NAD/NADH (left) and ADP/ATP (right) in control, *cora^stl325^ taf1^stl456^*, and ttn^stl853/stl853^ embryos at 96 hpf. *n*=4 pools of 100 embryos per genotype. (D) Oxygen consumption rates of isolated mitochondria for fatty acid metabolism. *n*=4 pools of 100 embryos per genotype

## DISCUSSION

While the biochemical properties of TAFs and the TFIID complex are well understood, much remains to be learned regarding their *in vivo* functions, including roles during embryonic development and tissue homeostasis as well as how pathogenic variants in TAFs contribute to diseases. Here, we leveraged several genetic zebrafish models we generated to identify a causal link between mutations in *taf1* and *taf5*, TAFopathy phenotypes, and derangements in metabolism. These studies suggest that the TAF complex does not only globally regulate transcription, but rather acts as a selective modulator of specific transcriptional programs. Furthermore, our findings provide new insights implicating defects in metabolism in the pathogenesis of TAFopathies.

TAFs are general transcription factors that are TFIID complex components which recruit RNA polymerase II to gene promoters to form the pre-initiation complex (PIC) (Patel et al., 2018). Many TAFs modulate interactions between gene-specific transcriptional activators and general transcription machinery by either stabilizing or inducing conformation chances to the PIC (Zou et al., 2015; Rhee and Pugh, 2012). Structurally, TAF5 forms a homodimer and acts as a scaffold for TFIID complex formation. Its C-terminus contains a WD40 domain, which mediates protein-protein interactions and may be important for TAF-TAF interactions (Roeder, 1996). TAF1 is the largest subunit of TFIID and contains multiple domains with enzymatic activity and chromatin interaction capabilities (Oelgeschläger et al., 1998; Wang et al., 2014). Recent studies have revealed that the TFIID complex is a three-lobed, asymmetric structure and that the TAF1 and TAF5 subunits contribute to forming this characteristic structure (Bhattacharya et al., 2007; (Oelgeschläger et al., 1998).

The alleles generated in this study for *taf5*, *taf5l*, and *taf1* all contained nonsense mutations that represent loss of function phenotypes. Interestingly, while it is believed that taf5 and taf1 operate in the same complex, deletion of one did not impact the expression of the others. Phenotypically, we show that *taf5* and *taf1* are necessary for embryonic heart, craniofacial, and brain development in zebrafish. Brightfield and fluorescent microscopy revealed classical signs of heart failure in *taf5* and *taf1* mutant (loss of function, null alleles) as measured by reduced ejection fraction, dimensional cardiomyocyte strain, and pericardial edema. Despite these functional defects, neither *taf5* nor *taf1* were necessary for heart patterning, as atrioventricular staining revealed no obvious differences in chamber specification or structural architecture. Instead, we observed decreased myocardial proliferation in *taf5* mutants. Proliferation of other structures such as the pericardium was not affected, suggesting a cell-specific role for *taf5* in myocardial proliferation. Consistent, with this finding, TAF1 upregulates cyclin D and cyclin A expression through TAF1 histone acetyltransferase activity (Jacobson et al., 2000) and TAF1 has been shown to associate with the leukemia-promoting oncogene AML1-ETO, which promotes proliferation of AML1-ETO-expressing myeloid leukemia cells. Furthermore, TAF1 is required for leukemic cell self-renewal, and its reduction promotes the differentiation and apoptosis of AML1-ETO+ myeloid leukemia cells (Gangloff et al., 2000).

We also observed significant decreases in head size, brain volume, and disruption of defined brain regions in *taf5* and *taf1* mutants. Neurodevelopmental defects have been previously observed in *taf1* mutants as evidenced by decreased head-to-body and eye-to-body ratios, and measurements of optic tectum size (Kloet et al., 2012). Loss of *TAF1* in rats alters the morphology and function of the cerebellum and cerebral cortex, and leads to hypoplasia and loss of Purkinje cells, with behavioral abnormalities paralleling that seen in TAF1/MRSX33 intellectual disability syndrome (Xu et al., 2019). TAF1 has also been linked to X-linked dystonia parkinsonism, with an alternatively spliced transcript of *TAF1* discovered in neurons (Gudmundsson et al., 2019; Grune et al., 2022; Capponi et al., 2021). These findings implicate TAF1 in early neurodevelopment and aging.

To illuminate mechanisms that contribute to TAFopathies in our zebrafish models, we performed RNA sequencing in *taf5* mutant hearts. Surprisingly, we did not detect global downregulation of transcription. Instead, we identified specific reductions in the expression of genes involved in metabolism: fatty acid oxidation, TCA cycle, and electron transport chain. 

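The median log2 fold change of the genes tested was -0.03, and 11294 of them, or 52.2%, were lower in *cora stl325/stl325* hearts. Of the 426 genes past the adjusted threshold, 43.7% were lower. This balance depended on single libraries: 73.5% of 34 genes were lower without the unnumbered control library, 61.0% of 41 without control replicate 3 and 52.9% of 51 without *cora* replicate 1, and 36.1% to 45.5% when any one of the other 4 libraries was left out. These values are relative, because the normalization sets the centre of each library and no spiked-in RNA was used in it, so an equal change of all transcripts per heart would not be seen. With the library size alone as the scale, the median was 0.04, and with upper quartile normalization it was -0.05.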

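All 24 fatty acid oxidation genes tested had a log2 fold change below 0 in *cora stl325/stl325* hearts, with a median of -0.82, and 10 were at -1 or less. At an adjusted p under 0.05 from the quasi-likelihood test, 2 passed over all genes tested and 13 adjusted over the list alone. The lowest was *decr1* (ENSDARG00000003869), with a log2 fold change of -1.61 (standard error 0.27, adjusted p = 0.0287), and the other was *acaa1*, at -1.45, named after its value was seen. The 24 genes also belong to the lipid metabolism list, and the amount of liver in the pools was not tested as a cause of their fall. Camera gave an adjusted p of 5.5e-10, and the smallest and largest values with each library left out were 7.9e-15 and 5.3e-07. The mean log2 level of the list was -0.09, 0.72 and 0.74 in control replicate 1, control replicate 3 and the unnumbered control library, and -0.38, -0.34, -0.58 and -0.07 in *cora* replicates 1 to 4. Control replicate 1 lay below *cora* replicate 4, and the difference between the groups gave p = 0.0571 in an exact permutation test (two-sided). With all libraries 14 were lower at an unadjusted p under 0.05. The single gene counts depended on single libraries: at an adjusted p under 0.05, 11 of the genes passed without control replicate 1, 2 without *cora* replicate 4, and 0 when any one of the other 5 libraries was left out. The paper sets reductions in fatty acid oxidation, the TCA cycle and the electron transport chain against the absence of a global fall in transcription, and states that measurements in whole embryos gave further support for deranged metabolism.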

Derangements in metabolism were further supported by reduced expression of key metabolic genes throughout the embryo, increased NAD/NADH and ADP/ATP ratios, and measurements of oxygen consumption at the organismal and mitochondrial levels. Importantly, these metabolic derangements were absent in *N2:TTNa* mutants with akinetic hearts indicating that metabolic impairments found in *taf1* and *taf5* embryos were not secondary to heart failure. Indeed, metabolic remodeling plays an essential role in cardiac hypertrophy and heart failure (Al Ali et al., 2021; Aneichyk et al., 2018; Ashrafian et al., 2007). Consistent with previous findings in *taf1* mutants, we observed downregulation of the cell cycle regulator *cyclin D* (*ccnd1*) in *taf*5 mutant hearts along with reduced expression of many other cyclins (*ccna1*, *ccna2*, *ccnb2*, *ccnb3*, *ccne1*). 

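Of the 6 cyclins named, *ccna1*, *ccna2*, *ccnb2* and *ccnb3* were tested in the heart libraries, and *ccnd1* and *ccne1* were not analysed here because no gene ID was paired with either symbol. Among the 4, 0 were lower at an adjusted p under 0.05, 0 were lower at an unadjusted p under 0.05, and 0 were lower adjusted over the list alone. *ccna2* (ENSDARG00000011094, chromosome 14, 49305384 to 49309673) was at 6.71 ± 3.31 normalized CPM in control (SD, n = 3) and 3.13 ± 1.53 in *cora stl325/stl325* hearts (SD, n = 4), a log2 fold change of -1.10 (standard error 0.52, adjusted p = 0.311 from the quasi-likelihood test), and was lower in 3 of 4 *cora* libraries than in any control library. *ccnb3* had a log2 fold change of -0.42 (standard error 0.30, adjusted p = 0.510) and *ccnb2* one of 0.56 (standard error 0.36, adjusted p = 0.470). *ccna1* (ENSDARG00000043236, chromosome 10, 35931774 to 35939422) was higher in 4 of 4 *cora* libraries than in any control library, at 0.693 ± 0.481 and 2.67 ± 0.678 normalized CPM (SD, n = 3 and n = 4). Its log2 fold change was 1.93 (standard error 0.56, adjusted p = 0.118). Over 23 cyclin genes, found by their symbols, 9 were lower and 14 higher, with a median log2 fold change of 0.19 (camera, adjusted p = 0.124). The mean level of this list was higher in 4 of 4 *cora* libraries than in any control library. Leaving out control replicate 1 gave an adjusted camera p of 0.0366, and leaving out the unnumbered control library 0.367. Of the 23 genes, 0 were lower and 3 higher at an unadjusted p under 0.05, and *ccng1*, named after its value was seen, was higher at an adjusted p under 0.05, with a log2 fold change of 1.3. The list was not limited to cyclins of the cell cycle, and it overlaps a list of p53 targets. Of 28 genes in a proliferation list, 22 were lower and 6 higher, with a median log2 fold change of -0.28 (camera, adjusted p = 0.0978).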

Whether heart, craniofacial, and/or brain hypoplasia is primarily caused by metabolic remodeling or a direct effect on the transcription of cell cycle regulators represents an avenue for future investigation that will require dedicated tools that dissect the gene regulatory networks controlled by TAFs and the TFIID complex.

Our study is not without limitations. We primarily focused on zebrafish models and validation of our findings pertaining to the phenotypic impact of *taf1* and *taf5* mutations and impact on metabolism in mammalian systems is an important next step. In support of our findings, previous studies have suggested that perturbations in zebrafish *taf1* result in overlapping phenotypes including reduced embryo length, underdeveloped cartilage, short pectoral fins, edema, and body axis deformations (Kloet et al., 2012). Our work adds to the understanding of the requirement for *taf1* during zebrafish development and provides new information implicating a similar requirement for *taf5* in craniofacial, neurodevelopmental, and cardiac development. The precise mechanism by which *taf1* and *taf5* specifically regulate transcriptional programs such as metabolism remains to be defined. An interesting possibility is that the TAF complex may optimize interactions between promoter and enhancer regions through the BRD complex, as TAF1 contains both TATA binding protein and BRD binding sites (Kundu et al., 2015; Doukas et al., 2007).

In conclusion, our findings establish a causal link between null mutations in *taf1* and *taf5*, phenotypes present in TAFopathy patients, and perturbations in metabolism and cell cycle-related pathways. These findings provide exciting and novel insights into how components of general transcription machinery selectively regulate specific transcriptional programs and contribute to tissue and organ maturation during embryonic development.

## MATERIALS AND METHODS

### Establishment and maintenance of zebrafish lines

*cora^stl325^* was generated through an ENU mutagenesis screen (de Bruijn et al., 2009). Transgenic reporter lines such as *Tg(cmlc2:GFP*) were obtained from other labs (Huang et al., 2003). *taf5^stl852/stl852^*, *taf5l^stl851/stl851^ taf1^stl456/stl456^* lines were generated using CRISPR/Cas9-mediated mutagenesis. Using a guide RNA targeting exon 1 of TAF5 (gRNA sequence: GGCTGCGGTGAGTGGCGATGAGG), we deleted a ∼2.5 kb region spanning exons 1 and 2. *taf5l^stl851^ was* generated using CRISPR/Cas9 (gRNA sequence: GGTGTCCGCGGCCCCGTGTCAGG) to create a 17 bp deletion that resulted in a nonsense mutation. Lastly, *taf1^stl456^* was generated by using a gRNA targeting exon 7 that created a 19 bp insertion resulting in a nonsense mutation (gRNA sequence: GGTGTCCGCGGCCCCGTGTCAGG). These larvae were grown and selected based on genotype, all of which was based on existing protocols (Li et al., 2016). Genotyping of *corazoncito* exon 3 was performed using the primers 5′-ATGCGTCATGACGTAATCACATCCAGC-3′ and 5′- TCACTGGGAGTTGTAGGAGCCTGCGGC-3′, which amplified a 333-bp region including the *corazoncito* mutation, using the restriction enzyme HpyCh4III (NEB; cat. No. R0618) that bifurcates the amplicon into ∼161-bp doublets. All lines used in this study were raised and maintained by Washington University's Fish Facility. A summary of their zebrafish husbandry guidelines can be found here (https://zebrafishfacility.wustl.edu/facility-documents/).

### Microscopy experiments

Brightfield microscopy images were taken using a Leica M80 Microscope with a mounted Leica IC80 HD camera. Fish were anesthetized in 20-30 mg/L of Tricaine in E3 water and positioned for imaging. Measurements of cartilaginous structures, head and eye components, ejection fraction and pericardium were performed with ImageJ (Collins, 2007). Ejection fraction was measured by measuring the area of the ventricle at systole and diastole. We used these area measurements to find the difference in area, which was then divided by the ventricle area during diastole.

Fluorescence microscopy was performed using a Zeiss Lightsheet 7 in the Washington University Center for Cellular imaging (WUCCI). Sample preparation protocol can be found here (https://www.iob.uu.se/digitalAssets/576/c_576400-l_1-k_protocol-for-lightsheet-z.1-using-zebrafish.pdf). For Zeiss lightsheet microscopy, larvae were anesthetized in 20-30 mg/L of Tricaine in E3 water, and then placed in a 1% low-melting agarose solution. This larvae/agarose combination was then inserted into a black glass capillary, after which larvae hearts were imaged.

X-ray microscopy was performed using a Zeiss Xradia Versa 520 XRM microscope at WUCCI (Bayguinov et al., 2020). Zebrafish larvae were fixed in 4% paraformaldehyde, then transferred to Lugol's Iodine for 3 weeks, after which samples were imaged. All imaging analysis was performed using Imaris.

### Whole-mount staining

Zebrafish larvae were fixed overnight at 4°C using 4% paraformaldehyde, then washed in PBS+0.1% Tween. These embryos were then placed in 100% methanol and stored at −20°C. Alcian Blue staining was performed as previously described (Walker and Kimmel, 2007). Zebrafish larvae were imaged and staged in 100% glycerol+KOH using a Zeiss Discovery V.12 stereomicroscope.

Whole-mount *in situ* hybridization was performed according to established protocols (Cunningham and Monk, 2018). Briefly, probes were generated through PCR amplification of the coding sequences of the genes of interest using AB* cDNA libraries, followed by standard TOPO cloning (Invitrogen; cat. No. K4500) (Table S1). Transformation was performed using TOP10 chemocompetent cells (Thermo Fisher Scientific; cat. No. C505003), with confirmation of probe generation and correct orientation performed through Sanger sequencing. Once probes were validated, fixed embryos were rehydrated in a methanol/PBS gradient, permeabilized at room temperature (RT) with 10 μg/ml proteinase K, and left to fix in 4% paraformaldehyde, after which they were transferred to hybridization buffer (65% formamide, 5× SSC, 0.1% Tween, 50 μg ml^−1^ of heparin, 500 μg ml^−1^ of RNase-free tRNA adjusted to pH 6.0 by adding citric acid) containing 3 ng/μl probe overnight at 70°C. These embryos were then washed with hybridization buffer/PBS, followed by PBS washes, then incubated at 4°C overnight with 1:5000 anti-digoxigenin antibody (Roche, Catalog # 11093274910). Embryos were then washed with PBS and stained using BM Purple until expression could be clearly observed (Roche, Catalog # 11442074001).

### Next generation sequencing and RNA sequencing

Genomic DNA and cDNA obtained from *Corazoncito* and their unaffected clutchmates was submitted to the Genome Technology Access Center for whole genome sequencing and RNA sequencing. For whole genome sequencing and mutation mapping, we used an existing pipeline as described here (Sanchez et al., 2017). Briefly, 1 µg larvae gDNA was extracted and submitted to the Genome Technology Access Center (GTAC) at Washington University for whole genome sequencing where they were bar-coded and pooled, and paired-end sequencing was performed in a single lane of a HiSeq2500 or 3000 (Illumina). Reads were aligned using NovoAlign (Novocraft), and variants were called using SAMtools. Our pipeline involved using three scripts ‘ChromSplit’, ‘Allele Ratio Calculator’ (ARC), and ‘SNPFilter’ to split variants into chromosome-specific data files, calculate mutant allele frequency at each point of variation between groups, and omit SNPs that have been previously annotated. Manhattan plots were generated using GraphPad Prism). Chromosomal fine mapping was performed using established markers for chromosome 1 (Table S2). RNA sequencing pathway analysis was performed using the Shiny Transcriptome Analysis Resource Tool (Nelson et al., 2017). Pathway analysis was performed using Gene Ontology Resource (http://geneontology.org/). Heat maps were generated using Phantasus (https://artyomovlab.wustl.edu/phantasus/). FASTQ files are available (GEO GSE230183).

### RT-PCR

Primers were generated through Integrated DNA Technologies' PrimerQuest tool (https://www.idtdna.com/pages/tools/primerquest) (Table S3). RT-PCR was performed with standard conditions. RNA was extracted from zebrafish larval tissue using the RNeasy RNA mini kit and Tissue Lyser II (Qiagen). RNA concentration was measured using a nanodrop spectrophotometer (Thermo Fisher Scientific). cDNA synthesis was performed using the High Capacity RNA to cDNA synthesis kit (Applied Biosystems). cDNA was synthesized using the iScript^™^ Reverse Transcription Supermix (Bio-Rad) and pre-amplified using the Sso Advanced PreAmp Supermix kit (Bio-Rad). Quantitative real time PCR reactions were prepared with sequence-specific primers (IDT) with PowerUP^™^ Syber Green Master mix (Thermo Fisher Scientific) in a 20 μl volume. Real time PCR was performed using QuantStudio 3 (Thermo Fisher Scientific). mRNA expression was normalized to HPRT. All RT-PCR assays were performed with appropriate quality controls including melt curves and negative controls.

### Metabolism assays

Zebrafish larvae basal metabolic rate was measured in a Seahorse XF24e extracellular flux analyzer through modification of previously established protocols (Stackley et al., 2011). One 96 hpf embryo per well was used to measure the oxygen consumption rate at physiologically relevant temperature (28.5°C), with all other conditions held constant.

Targeted metabolite assays for NAD/NADH (Biovision; cat. No. K337) and ADP/ATP (Millipore-Sigma; cat. No. MAK081-1KT) were used. ATP extraction from tissues using PCA was performed according to the protocol supplied by the manufacturer. Larval tissue pools of 20 mg were flash frozen and homogenized with 200 μl of ice-cold homogenization buffer (0.25 mol L^−1^ sucrose and 10 mmol L^−1^ HEPES–NaOH, pH 7.4) by Tissue Lyser II (Qiagen) using one cycle of 30-s homogenization and 30-s cooling. After homogenization, the homogenate was centrifuged at 1000×***g*** for 10 min at 4°C. One hundred microliters of the supernatant was quickly added to an equal volume of ice-cold 10% PCA and shaken for 20-s. The supernatant was then transferred into a 2.0-mL microtube for centrifugation (10,000×***g*** for 10 min at 4°C), and 50 μl of supernatant was collected and added to 50 μl of 1 mol L^−1^ Tris–acetate buffer (pH 7.75) for neutralization. Ten microliters of aliquot from the supernatant was used in 96-well plates for luciferin–luciferase assay, which was performed using a TECAN m200 Infinite Pro plate reader.

NAD/NADH assay samples were prepared according to the manufacturer’s protocol. Twenty milligram samples of larval tissue were washed with ice cold PBS, after which 400 μl of NAD/NADH Extraction Buffer were added to the samples that were homogenized by Tissue Lyser II (Qiagen) using one cycle of 30-s homogenization and 30-s cooling. After homogenization, the homogenate was centrifuged at 24,000×***g*** for 10 min at 4°C. Supernatant was transferred to a new tube, with 200 μl of this extract placed into a separate tube that was heated to 60°C for 30 minutes in a water bath. Both the non-decomposed and decomposed samples were added to a 96-well plate to be processed with kit reagents and OD_450_ read by a TECAN m200 Infinite Pro plate reader.

### Isolation of mitochondria from zebrafish embryos

For mitochondrial isolation, anesthetized pools of 100 96 hpf embryos were collected and washed in mitochondrial isolation buffer (MIB 0.21 M mannitol, 70 mM sucrose, 0.1 mM potassium-EDTA, 1 mM EGTA, 10 mM Tris-HCL, pH 7.4) for each genotype and were homogenized at 70 rpm for 20 strokes on ice in a 4 ml glass homogenizer at a ratio of 10 mg tissue per mL of MIB. The homogenate was transferred to 1.7 ml microcentrifuge tubes and centrifuged for 10 min at 600×***g***. Subsequently, the supernatant was centrifuged for 10 min at 7200×***g*** to pellet mitochondria. The pellet was then resuspended and washed twice in MIB, with the final pellet reconstituted in 500 μl of MIB.

### Mitochondrial respiration assays for assessment of metabolic function

Protein concentration was determined using the BCA method per the manufacturer's instructions (Thermo Fisher Scientific). Mitochondria (300 ng protein) were placed in 2 ml mitochondria respiration buffer (MIR05: 0.5 mmol/L EGTA, 3 mmol/L MgCl_2_, 60 mmol/L K-lactobionate, 20 mmol/L taurine, 10 mmol/L KH_2_PO_4_, 20 mmol/L HEPES, 110 mmol/L sucrose, and 1 g/L BSA [pH 7.1]) and loaded into an Oxygraph-2k respirometer (Oxygraph-2k with O2k-Fluorescence module; Oroboros Instruments, Innsbruck, Austria) at 28.5°C with continuous stirring for the measurement of O_2_ flux. First, malate (1 mM) was added for depletion of endogenous substrates. Octanoylcarnitine (30 μM) was then added as a fatty acid substrate. Adenosine disphosphate (ADP; 5 mM) was added to induce state 3 respiration, with glutamate (10 mM) and succinate (10 mM) subsequently added for electron input in complex I and complex II, respectively. Cytochrome C (10 μM) was added to assess outer mitochondrial membrane integrity, and maximal oxygen flux rates were measured using chemical uncoupler carbonylcyanide-4-(trifluoromethoxy)-phenylhydrazone (FCCP), which was titrated (0.25 μM per addition) until no further stimulation of respiration could be detected.

### Statistics

One-way ANOVA tests were used for ejection fraction, edema, qPCR, and metabolic experiments. Log-rank test was used for survival curves. RNA-Seq data was analyzed through START (https://nasqar.abudhabi.nyu.edu/STARTapp/) and Gene Ontology (http://geneontology.org/).

## Supplementary Material

10.1242/biolopen.059905_sup1 Supplementary information Click here for additional data file.

# Supplementary material for: Deletion of taf1 and taf5 in zebrafish capitulate cardiac and craniofacial abnormalities associated with TAFopathies through perturbations in metabolism
**Source:** Biol Open. 2023 Jul 13;12(7):bio059905. doi: 10.1242/bio.059905
**Supplement:** Supplementary information

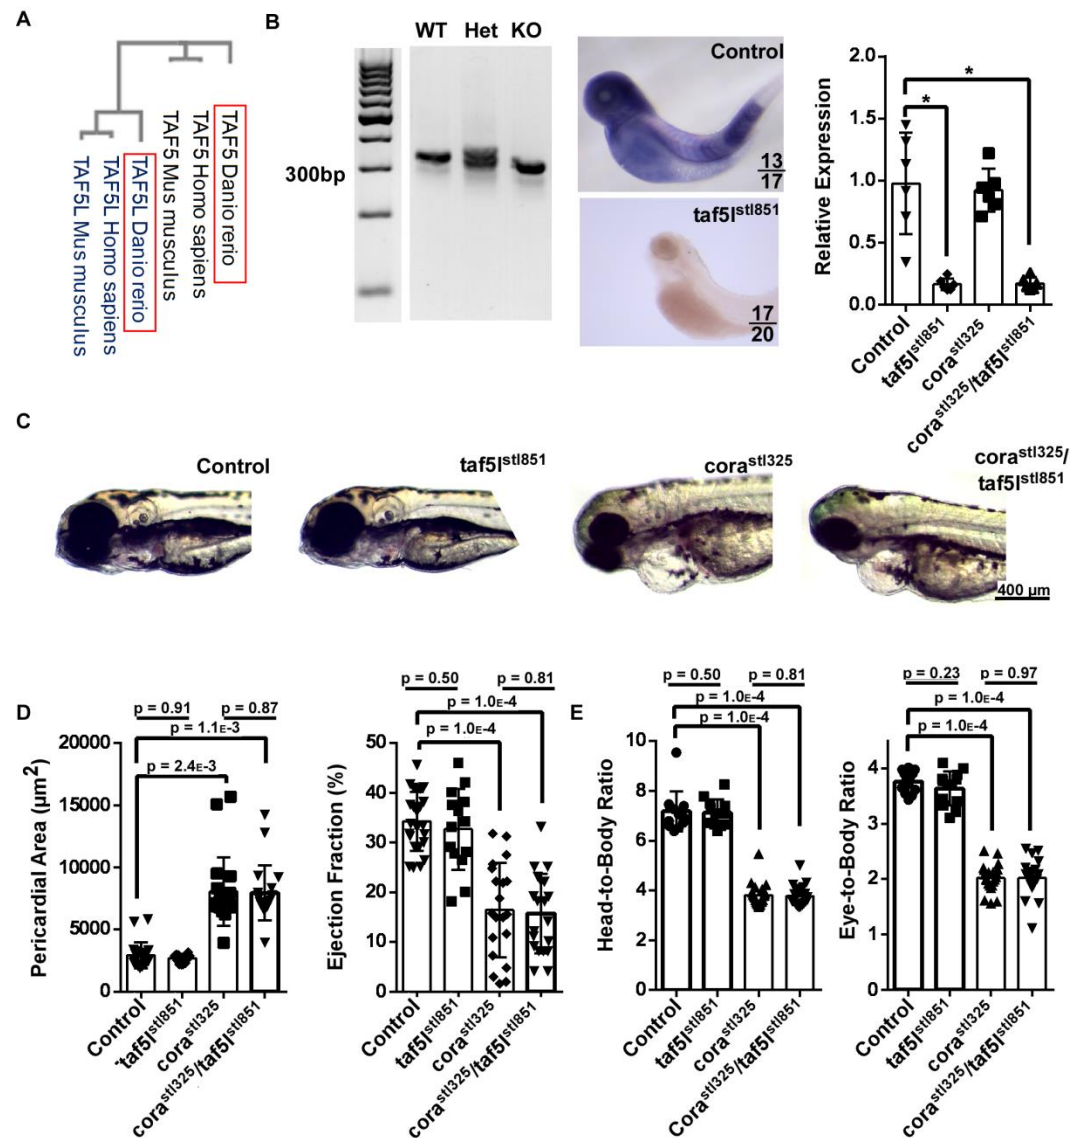

**Fig. S1.** Assessment of redundancy between *taf5* and *taf5l*. **A)** Dendrogram showing evolutionary conservation between TAF5 and TAF5L between human, mouse, and zebrafish. **B)** Generation of *taf5<sup>stl851</sup>* zebrafish. Genotyping strategy to identify control, heterozygous, and homozygous *taf5<sup>stl851</sup>* embryos (left). In situ hybridization showing the absence of *taf5l* mRNA in *taf5<sup>stl851</sup>* embryos at 96 hpf. RT-PCR data showing absence of TAF5L expression in *taf5<sup>stl851</sup>* (right). Note: brackets marked with “\*” represent  $p < 1E-4$ . **C)** Brightfield images of control, *taf5<sup>stl851</sup>*, *cora<sup>stl325</sup>*, and *cora<sup>stl325</sup>/taf5<sup>stl851</sup>* embryos at 96 hpf. **D)** Measurement of pericardial area, ejection fraction, head-to-body, and eye-to-body ratios in control, *taf5<sup>stl851</sup>*, *cora<sup>stl325</sup>*, and *cora<sup>stl325</sup>/taf5<sup>stl851</sup>* embryos at 96 hpf. Each data point represents an individual embryo.

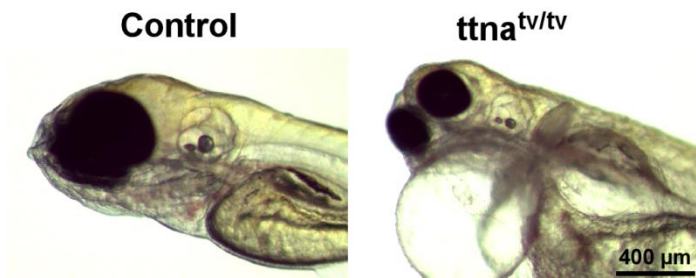

**Fig. S2.** Brightfield images of *ttna<sup>tv/tv</sup>* and control clutchmates showing profound signs of heart failure including pericardial and body wall edema Scale bar = 400 um.

**Table S1.** RT-PCR Primers

| Gene   | Primer Name | Sequence                |
|--------|-------------|-------------------------|
| Taf5   | Taf5 F      | AAAGCCTTGGCTTCGCTCTGC   |
|        | Taf5 R      | CCAGCTCCAGGTACATGTGGAC  |
| Taf5l  | Taf5l F     | AAAACCAGTTCTCCAGGCTAC   |
|        | Taf5l R     | GAGGAAGAGCGGGAACAAG     |
| Taf1   | Taf1 F      | GGTGTCTGGTGAAGGTGATAAA  |
|        | Taf1 R      | GGGACACCAAGCATGTCATA    |
|        |             |                         |
| Aspdh  | Aspdh F     | CTACCACGTTGTGGAAGTAGAC  |
|        | Aspdh R     | GCTGCTCCAGAATGAATTGTATG |
| Suclg2 | Suclg2 F    | GACAGGCTGCAGATCAGATTA   |
|        | Suclg2 R    | ACTTGTCCCTCAGGTGTTTC    |
| Aifdm5 | Aifdm5 F    | CATGGAAGTGGCAGCTTATTTG  |
|        | Aifdm5 R    | CGTCATGGTGACCTTTCCTATC  |
| Cox4il | Cox4il F    | CACGCTTTAACAGACCCATAGA  |
|        | Cox4il R    | CACGAGAAGACAGCATCTTGA   |

**Table S2. Primers to generate whole mount in situ hybridization Probes**

| Gene     | Primer Name | Primer Sequence                  |
|----------|-------------|----------------------------------|
| Taf5     | Taf5 F      | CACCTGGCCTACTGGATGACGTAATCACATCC |
|          | Taf5 R      | TCAGATGCATCATGTTTTAAAGAGCAA      |
| Taf5l    | Taf5l F     | CACCAAGAAGAAAACAGCGCGACCAATGG    |
|          | Taf5l R     | CCTGCTCACTGCTCCTGCTTCTCCATGG     |
| Taf1     | Taf1 F      | GCTCAGTGAGTCCAGGCAGG             |
|          | Taf1 R      | GTGAGTCCAGGCAGGGC                |
| Crestin  | Crestin F   | AGCCTACTACAGCAGACTCA             |
|          | Crestin R   | GAGGTTTCTCAGGAAGAGGATTT          |
| Sox10    | Sox10 F     | CACACATGTCTCCACCCAATTA           |
|          | Sox10 R     | GCGCTCACATTTACTGCTTTC            |
| Neurog1  | Neurog1 F   | CGTCGTCTTCATCACCGTCTTACTGC       |
|          | Neurog1 R   | GGATCAGTCGGACAGATGAGGGTTTCTTCG   |
| Six3b    | Six3b F     | CAGGTCTCCTTTAGAGCTTTATCC         |
|          | Six3b R     | CGTTCCTTGAAACAGTGCCTCTTCTG       |
| Adcyap1b | Adcyap1b F  | CGAGTGCTGCTGATTTTCATCG           |
|          | Adcyap1b R  | GATAACTGAACCAGGATGTCCC           |
| Zic2a    | Zic2a F     | GGACAGAGACTTGAGTTTAGCGC          |
|          | Zic2a R     | GCTGCCTCATGTAGCGAAAGAAGGC        |

**Table S3. zMarker Primers**

| Primer Name | Primer Seq                 |
|-------------|----------------------------|
| z9217F      | GCCCAGCCCTCTGTACATTA       |
| z9217R      | AGGAGAATCGCCATTTCTTG       |
| fc27h08F    | TCTGTTTTTGCTTTTCTTTCTTTC   |
| fc27h08R    | CGCCCCGAACTACACAGTAAC      |
| z1154F      | TCATGATTGTTTGGAATGTAATAGTG |
| z1154R      | TTGAGCGGTAGTCTTCTACGC      |
| z11154F     | GATCGGGATTTCAAAGCAGA       |
| z11154R     | GAGCGAAACGAAAGAAGTGC       |
| z6802F      | TCCAAGCACTTCTCCATTCC       |
| z6802R      | CTCCGACGCGATCATATTAA       |
| z6283F      | TCAACACGCTTTATAGGGGG       |
| z6283R      | TTGTGACGCCTCTGACTGTC       |
| z22347F     | GAGCAGCAGAGAGCAGGAGT       |
| z22347R     | TTGGTGTTTGCTGTCCTCTG       |

How the deposited data were processed for this re-analysis (not part of the article)

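Transcription was measured by RNA sequencing in hearts of *cora stl325/stl325*; *Tg(cmlc2::gfp)* embryos and of unaffected *Tg(cmlc2::gfp)* clutchmates at 96 hpf, in 4 and 3 libraries, each from a pool of 100 hearts. The libraries were prepared from total RNA with a SMARTer mRNA kit. The labels number the *cora* libraries 1 to 4 and the control libraries 1 and 3, and the other control library has no number. The labels call the control genotype wild type, whereas the paper calls these embryos unaffected clutchmates, which can include heterozygous carriers.

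The authors deposited one table per library with 33737 Ensembl gene IDs, their exons on the Zv9 genome build and 3 values per gene. The counts are whole numbers of reads that the authors assigned to each gene, without normalization. CPM, as deposited, is the count divided by the library's total count and scaled to a common total. RPKM, as deposited by the authors, is the CPM further divided by the gene's exon length. The aligner, the counting program, its handling of strand and of reads with several matches, and the Ensembl release are not named in the paper's text. The paper names the Shiny Transcriptome Analysis Resource Tool and Gene Ontology for the analysis of the RNA sequencing and of pathways, without giving their settings. Only the counts entered the tests. No table held an entry that names no gene.

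Gene symbols came from a table of Ensembl IDs and symbols, which matched 21939 of the IDs (65.0%) and 17217 of the 21632 genes tested. Gene lists were written out by symbol or symbol pattern before any value was seen, and 440 of 545 entries matched. *ccndbp1*, which is not a cyclin, was taken out of the matches of the cyclin pattern afterwards. *taf1* was matched to ENSDARG00000035330, which the symbol table calls *TAF1L*, because its neighbours on either side, one of them *rhogc*, are those of *taf1* in the GRCz12tu assembly.

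The counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Library sizes were scaled by TMM, genes were kept by filterByExpr with the genotype as the group, and glmQLFit and glmQLFTest compared *cora* with control libraries without a covariate. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and for each list also over the list alone. Log2 fold changes used edgeR's prior count of 0.125, and their standard errors came from the quasi-likelihood F statistic. The principal component analysis used log2 CPM with a prior count of 2 over all genes tested, centred and not scaled. Gene lists were tested by camera with a preset correlation of 0.01 between genes, adjusted over 35 lists, and by the mean log2 level of the list in each library with an exact permutation test over the 35 splits of the libraries into 3 and 4, whose smallest p is 0.0286. Calls on chromosome 1 were compared with calls elsewhere by Fisher's exact test. The 35 splits were also each refitted in full, and results as large as the real one were counted.

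The genes named are those the paper names for this experiment, the 5 largest falls and 5 largest rises among genes with an adjusted p under 0.05, a mean log2 CPM of at least 2, a symbol that is not a clone identifier and no overlap between the groups, and the lowest and highest member of a list. Others are marked as named after their values were seen.

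Between 21474488 and 32037220 reads were counted on genes per library, so 3 counts correspond to between 0.0936 and 0.140 CPM. At this depth the spread between pools, rather than counting error, set the precision for most genes. The procedure was tested on simulated counts with the means, library sizes and dispersions of the real libraries. With 200 genes changed 4-fold, 126 (63%) were recovered, with a median absolute log2 fold change of 2.02, and 9 of 135 calls were false. With a much smaller dispersion, 194 (97%) were recovered and 24 of 218 calls were false. With no gene changed there were 0 calls. Camera found the electron transport chain list lower when its reads were reduced to 0.75 of their number (adjusted p = 5.6e-13). The simulated counts were drawn for each gene independently, so they do not show how camera behaves when genes move together between pools.

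The lists outside the study included the cytosolic and mitochondrial ribosome, the proteasome, TFIID, p53 targets, the integrated stress response, proliferation, mitochondrially encoded genes, and markers of cardiomyocytes, ventricle, atrium, skeletal muscle, liver, exocrine pancreas, lens, photoreceptors, neurons, erythrocytes, epidermis, cartilage, endothelium, intestine and leukocytes. The alternatives were DESeq2's size factors, library size alone or upper quartile scaling; DESeq2 1.42.0, limma's voom and voom with sample quality weights in place of the quasi-likelihood test; no filter, or at least 10 counts in every library; each library left out in turn; the libraries numbered 1 and 3 with the number as a block; a correction for gene length; stricter thresholds; a test against a log2 fold change of 1; a prior count of 2; other settings of the principal components; camera with an estimated correlation and fry; and longer lists for the TCA cycle and the electron transport chain. The mean level of the cardiomyocyte list as a covariate, leaving out the mitochondrial chromosome, and counts of listed genes in either direction or at an unadjusted p for comparison with the paper, were added after the values were seen. Some results are not reported here, although they were counted in the adjustments of p-values. A correction for GC content was not run, because no genome sequence was used here.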

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

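The test of gene length and the counts of splits of the libraries were set up before their results were seen. The gene lists, camera, fry, the other scalings and the fits on fewer libraries were also set before any value was seen. Tests of the amount of heart muscle, comparisons between tissue lists and summed shares were chosen only after the pattern had been seen.

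The 16 genes of the integrated stress response were higher, with a median log2 fold change of 0.32 (camera, adjusted p = 0.00911; 12 higher and 4 lower). None passed an adjusted p under 0.05 over all genes (0, with 5 higher at an unadjusted p under 0.05), 4 did adjusted over the list alone, and all 4 *cora* libraries lay above the control libraries. With the cardiomyocyte score as a covariate the adjusted camera p was 0.0106. It rests on the same preset correlation, so it does not settle whether the amount of heart muscle was the whole cause. Without the unnumbered control library the adjusted p was 0.050, just over the threshold, and over all alternatives it ran from 1.4e-04 to 0.747. The call did not hold under fry, and 5 of the 35 splits gave a p as small, so an arbitrary grouping of the libraries cannot be excluded.

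Of 68 cytosolic ribosome genes, 67 were lower, with a median log2 fold change of -0.42 (camera, adjusted p = 1.3e-06), and 4 of 4 *cora* libraries lay below the control libraries. None passed an adjusted p under 0.05 (0 over all genes and 0 adjusted over the list alone), and 6 were lower at an unadjusted p under 0.05. The list stayed lower with the length trend removed (adjusted p = 2.2e-05) and with the cardiomyocyte score as a covariate (3.9e-06). It was not called under fry, nor with the replicate block; over all alternatives the adjusted p ran from 9.3e-13 to 0.747. Of the 35 splits, 7 gave a p as small, so an arbitrary grouping stays open.

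The 10 exocrine pancreas genes tested were all lower in *cora* hearts, with a median log2 fold change of -5.06 (camera, adjusted p = 4.4e-39), and all 10 passed an adjusted p under 0.05. Their share of all counts was 0.103% in *cora* and 1.53% in control libraries. This fall of the summed share argues against reads moved between related genes. The call held under fry (adjusted p = 0.0297), not with the estimated correlation (0.107), and under the other scalings the adjusted p was at most 3.9e-38. Of the 35 splits, 1, the real one, gave a p as small. Pancreas is not heart tissue, so trunk tissue carried over at dissection was considered. The list fell by more than the liver list: the difference between the groups in the pancreas minus the liver level was -3.48, in the same direction in 12 of 12 comparisons of a *cora* with a control library (exact permutation test, two-sided, p = 0.0286). This argues against less trunk tissue as a whole. It does not tell a smaller pancreas in the mutant embryos from a dissection that left out the pancreas alone. The most abundant gene, *prss1*, was at 1059, 4745 and 3499 CPM in control and 188 to 386 CPM in *cora* libraries.

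The lens list rose by a median log2 fold change of 5.36 over 40 genes (5.29 with 2 genes near 0 counts in a group set to their lower bound; camera, adjusted p = 2.7e-34). All 40 were higher; 26 passed an adjusted p under 0.05, and 39 adjusted over the list alone. The list took 0.137%, 0.0931% and 0.122% of the counts in the control libraries and 1.5%, 0.423%, 3.70% and 7.73% in *cora* replicates 1 to 4. The most abundant, *cryba1l1*, was at 113 to 185 CPM in control and 468 to 7762 CPM in *cora* libraries. Other scalings gave adjusted p-values of at most 6.6e-34. The lens minus the photoreceptor level differed by 5.00 between the groups (exact permutation test, two-sided, p = 0.0286), and the photoreceptor level alone by -0.98, which argues against carried-over tissue of the whole eye. The 5 of 35 splits with a p as small, and no call under fry or the estimated correlation (0.658), go with the wide spread between *cora* libraries. All 40 of 40 genes rose, as lens cells alone in the pools would bring, and lens cells cannot be told apart from lens genes switched on in other cells, because no value of pooled hearts separates them.

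The 6 intestine genes tested fell by a median log2 fold change of -1.20 (5 lower and 1 higher; camera, adjusted p = 0.00894), with 4 of 4 *cora* libraries below the control libraries. None passed an adjusted p under 0.05 (0, with 3 at an unadjusted p under 0.05), and 3 did adjusted over the list alone. The call did not hold under fry, and 8 of the 35 splits gave a p as small. The intestine minus the liver level differed by -0.15 between the groups (exact permutation test, two-sided, p = 0.914). This level was 1.84, 1.56, -1.37 and -2.29 in *cora* replicates 1 to 4. With such a spread the test cannot tell whether the intestine list followed the liver list. A smaller share of trunk tissue stays a candidate explanation that these libraries leave open.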

How the results depend on the processing

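All 426 genes past the adjusted threshold had the same direction under each scaling, each test and each fit with one library left out that tested them, and 426 of 426 did in the replicate block fits. For each of these genes every control library lay on one side of every *cora* library. Fits on fewer libraries could therefore hardly reverse them, and the shared direction is no test of the calls. How many genes passed did change. For the results that changed, the cause was not tested unless it is given here.

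The scalings moved little. DESeq2's size factors gave 426 genes, 424 of them shared, upper quartile scaling 414 genes with 411 shared, and library size alone 407 genes with 358 shared. With library size alone 33.9% of the genes were lower, against 43.7%. The median log2 fold change of all genes was 0.040 with library size alone, -0.051 with upper quartile scaling and 0.0066 with the length trend removed. Library size alone left 0 amino acid metabolism genes, 1 lipid metabolism gene and 1 fatty acid oxidation gene lower at an adjusted p under 0.05, a chromosome 1 odds ratio of 0.943 and a log2 fold change of *taf1* of 0.056.

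The test moved the counts. DESeq2 called 1824 genes, 838 lower and 986 higher, and 1486 with an absolute log2 fold change of 1 or more. These included all 426. It called as lower 3 TCA cycle, 2 electron transport chain, 4 glycolysis, 9 amino acid metabolism, 12 lipid metabolism, 9 fatty acid oxidation and 4 heat map genes, and the TCA cycle list had an adjusted camera p of 0.0485. Voom with sample quality weights, which down-weights libraries far from their group, called 3113 genes, 1469 lower and 1644 higher, and 2152 with an absolute log2 fold change of 1 or more. It called as lower 7 TCA cycle, 12 electron transport chain, 6 glycolysis, 24 amino acid metabolism, 21 lipid metabolism, 17 fatty acid oxidation and 11 heat map genes. The TCA cycle list then had an adjusted p of 0.00248, the named cyclins turned lower (adjusted p = 0.845), the chromosome 1 odds ratio was 0.996, and the log2 fold changes of *taf5l* and *taf1* were -0.056 and 0.15. Voom without weights called 388 genes, 335 of them shared, and 2 glycolysis genes; it gave an adjusted p of 0.0387 for the TCA cycle list and a log2 fold change of 0.76 for *sdhd* on chromosome 5. At an adjusted p under 0.01, 33 genes passed, 21 lower and 12 higher, all 33 with an absolute log2 fold change of 1 or more, and 0 glycolysis, amino acid, lipid or fatty acid oxidation genes. A test against a log2 fold change of 1 left 50 genes.

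The filter changed the genes tested. With no filter, 7913 genes had an absolute log2 fold change of 1 or more, 1 electron transport chain gene and 1 heat map gene were called lower, and the chromosome 1 odds ratio was 0.853. With at least 10 counts in every library, 2177 genes had such a fold change, since fewer genes near 0 counts were tested; 1 electron transport chain, 7 lipid metabolism, 5 fatty acid oxidation and 1 heat map gene were called lower, and PC1 held 41.3% of the variance. PC1 held 52.8% over the 500 genes with the largest variance and 30.7% with each gene scaled to unit variance. Without a test, a log2 fold change below 0 was found for 15 TCA cycle, 79 electron transport chain, 15 glycolysis, 39 amino acid, 36 lipid, 24 fatty acid oxidation, 25 heat map and 2 named cyclin genes. A log2 fold change of -1 or less was found for 1, 4, 5, 14, 13, 10, 3 and 1 of them. With the cardiomyocyte score as a covariate, 314 genes passed, 267 of them shared; 2 electron transport chain, 0 amino acid, 1 lipid, 1 fatty acid oxidation and 1 heat map gene were lower, the median was 0.016, the chromosome 1 odds ratio 0.784, and the log2 fold changes of *sdhd* on chromosome 5 and *cox6b1* were 0.69 and 0.064. The length trend gave a chromosome 1 odds ratio of 0.960. With the correlation between genes estimated, the camera calls fell away: the adjusted p was 0.747 for the electron transport chain, amino acid, lipid, fatty acid oxidation, cytosolic ribosome, integrated stress response and intestine lists, 0.107 for the exocrine pancreas list and 0.658 for the lens list, and 0 of the lists outside the study passed. Under fry the adjusted p was 0.412 for the electron transport chain, and 0.170 for the amino acid, lipid, fatty acid oxidation, cytosolic ribosome, integrated stress response, intestine and lens lists.

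Only the numbers 1 and 3 occur in both groups, and neither the paper nor the labels say that a number marks a shared clutch. The deviations of same-numbered libraries from their group means correlated across genes by 0.0576 for number 1 and 0.0316 for number 3, so the libraries share only a number. The replicate block fit used these 4 libraries. It called 0 genes, 0 lower and 0 higher, and 0 with a log2 fold change of 1 or more, with 2101 genes at an unadjusted p under 0.05, and 0 glycolysis, amino acid, lipid and fatty acid oxidation genes. The smaller number of libraries is part of its construction. The median log2 fold change was -0.014, and the adjusted camera p was 0.618 for the electron transport chain and 0.0667 for the cytosolic ribosome. The mitochondrial ribosome set test (adjusted p = 0.469), the cardiomyocyte set test (0.108), the atrium set test (0.594) and the skeletal muscle set test (0.993) changed direction. So did *sdhaf4* (0.13), *sdhd* (1.21 on chromosome 5 and 0.028 on chromosome 15), *uqcrc1* (0.095), *uqcrfs1* (0.051), *uqcrh* (0.11) and *cox6b1* (0.070). With gene length offsets and the replicate block together, the same counts were 0, with 2139 genes at an unadjusted p under 0.05, the median was 0.039, and the adjusted p was 0.676 for the electron transport chain, 0.0737 for the cytosolic ribosome, 0.443 for the mitochondrial ribosome set test, 0.134 for cardiomyocytes and 0.60 for the atrium. *sdhaf4* was then at 0.19, *sdhd* at 1.27 and 0.053, *uqcrc1* at 0.12, *uqcrfs1* at 0.075, *uqcrh* at 0.16, *cox6b1* at 0.13 and *cox4i1* at 0.012.

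Leaving out one library at a time gave from 34 to 1207 genes at an adjusted p under 0.05, 25 to 548 lower, 9 to 659 higher and 34 to 1117 with an absolute log2 fold change of 1 or more. The highest counts came without control replicate 1, which is farther from the other control libraries than they are from each other, and the lowest without control replicate 3 or the unnumbered control library. Without *cora* replicates 1, 2, 3 and 4 the count was 51, 208, 85 and 635. The median log2 fold change ran from -0.036 to 0.014. The genes called lower ran from 0 to 3 for the TCA cycle, 0 to 1 for the electron transport chain, 0 to 3 for glycolysis, 0 to 13 for amino acid and for lipid metabolism, 0 to 11 for fatty acid oxidation and 0 to 5 for the heat map, each highest without control replicate 1. Adjusted camera p-values ran from 0.00731 to 0.389 for the TCA cycle, 2.1e-09 to 0.164 for the electron transport chain (past the threshold in all but the fit without control replicate 3), 0.0260 to 0.810 for glycolysis, 1.4e-04 to 0.050 for the integrated stress response (not past it without the unnumbered control library), 0.176 to 0.905 for the RT-PCR genes, 0.331 to 0.917 for the named cyclins, 0.0213 to 0.834 for mitochondrially encoded genes, 0.0232 to 0.870 for the mitochondrial ribosome, 0.00287 to 0.870 for cardiomyocytes and 0.132 to 0.879 for leukocytes. The odds ratios ran from 0.256 to 0.931 on chromosome 1, 0.482 to 3.05 within 5 Mb of *taf5* and 0.512 to 1.58 within 10 Mb. Log2 fold changes ran from -0.089 to 0.35 for *taf5l*, -0.18 to 0.23 for *taf1*, -0.95 to 0.14 for *sdhd* on chromosome 5, -0.37 to 0.061 for *uqcrc1* and -0.46 to 0.24 for *cox6b1*. PC1 held 33.3% to 45% of the variance.

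Among single genes and lists not given above, 53 results were weaker and 37 stronger across the alternatives, and 41 were weaker and 17 stronger across the fits that left out one library; 805 and 402 kept their direction and their side of the threshold.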

Differences from the paper's values

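The paper reports 2274 genes with a log2 fold value of 1 or greater. Here 3472 of 21632 genes tested had an absolute log2 fold change of 1 or more. Of the alternatives set before the data were examined, at least 10 counts in every library (2177 genes), leaving out *cora* replicate 2 (3314) and a prior count of 2 (3252) came within 1.5 times the paper's 2274, and the others did not. With an adjusted p under 0.05 as well, 414 genes passed, against the paper's 2274; only voom with sample quality weights, with 2152, came within 1.5 times.

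The paper's lists have other sizes than those used here, so shares were compared. For the TCA cycle the paper reports 9 of 17 genes and 0 of 23 were lower at an adjusted p under 0.05 here; counting log2 fold changes below 0 without a test gave 15 of 23, within 1.5 times the paper's share, and no other alternative did. For the electron transport chain the paper reports 56 of 118 genes and 0 of 84 were lower here; none of the alternatives set before the data were examined closed the gap, with at most 12 genes in a test, by voom with sample quality weights, and 79 with a log2 fold change below 0. For glycolysis the paper reports 7 of 20 genes and 1 of 28 was lower here; none of the alternatives closed the gap, the nearest being 6 genes with voom and sample quality weights and 15 with a log2 fold change below 0. For amino acid metabolism the paper reports 10 of 24 genes and 2 of 52 were lower here; of the alternatives set before the data were examined, voom with sample quality weights gave 24 of 52, within 1.5 times the paper's share, and no other did. For lipid metabolism the paper reports 20 of 26 genes and 2 of 45 were lower here; a log2 fold change below 0 without a test gave 36 of 45, within 1.5 times the paper's share, and no other alternative did. The paper does not give the direction for the glycolysis, amino acid and lipid genes. Counted in either direction, which was chosen after seeing the values, 1 of 28, 3 of 52 and 3 of 45 passed an adjusted p under 0.05. For amino acid metabolism, counts also chosen after seeing the values came within 1.5 times the paper's share: 16 of 52 with an absolute log2 fold change of 1 or more, 23 in either direction and 19 lower at an unadjusted p under 0.05, and 29 in either direction at an adjusted p under 0.05 by voom with sample quality weights. None of these counts did so for glycolysis (6, 6, 5 and 6 of 28) or lipid metabolism (16, 23, 19 and 23 of 45).

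PC1 held 35.4% of the variance here and about 76% in Fig. 7A, read by eye. Over the 500 genes with the largest variance it held 52.8%, within 1.5 times the paper's value, and under no other alternative set before the data were examined did it come as close.

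The paper names *ccna1* and *ccnb2* among the cyclins with reduced expression, and their log2 fold changes here were 1.93 and 0.56; no alternative turned either below 0. For *ccna2* (-1.10) and *ccnb3* (-0.42) the direction was that of the paper, without an adjusted p under 0.05. The legend of Fig. 7C calls its genes significantly reduced. All 25 gene IDs were lower here, and 0 passed an adjusted p under 0.05, with 6 at an unadjusted p under 0.05. DESeq2 called 4 of them, voom with sample quality weights 11, leaving out control replicate 1 gave 5, and no filter and at least 10 counts in every library 1 each; with the cardiomyocyte score as a covariate, chosen after seeing the values, 1 was called.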

Other observations

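In this part the counts of splits of the libraries were set up before their results were seen. So were the gene lists, the tests of single genes and of lists, and the fits on fewer libraries. Tests with the cardiomyocyte score, tests of control replicate 1 and shares of tissue lists were chosen after the pattern had been seen.

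Each of the 35 ways to split the 7 libraries into 3 and 4 was fitted. Only 1 split, the real one, gave as many genes as it did, which held for the 426 genes at an adjusted p under 0.05 (46 at most in other splits), the 186 lower (28) and the 240 higher (28), the 3472 with an absolute log2 fold change of 1 or more (3168) and the 414 with both (46). For the metabolic lists, other splits did as well. A camera p as small came from 17 splits for the electron transport chain, 11 for the heat map genes, 6 for amino acid metabolism, 5 for lipid metabolism and 4 for fatty acid oxidation. The preset correlation of camera may understate how far these genes move together between pools, and its small p-values are not, on this evidence, specific to the genotype. With the cardiomyocyte score as a covariate the lists stayed lower, with adjusted p-values of 0.00117 for the electron transport chain and 7.3e-09 for fatty acid oxidation, which argues against the amount of heart muscle as the whole cause. Over all alternatives these ran from 1.7e-11 to 0.747 and from 7.9e-15 to 0.747.

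Control replicate 1 lay apart from the other control libraries. Its distance to them was 1.89 times the distance between them, and in the metabolic lists it lay with the *cora* libraries. The tables argue against several technical explanations. Its total of 27698492 reads lay within the range of the others. Without the mitochondrial chromosome the ratio was 1.89, and with the length trend removed 1.86. Against the other controls its cardiomyocyte level differed by -2.63, its liver level by -1.61 and its epidermis level by 1.25. Less heart tissue would raise every other tissue alike, so it does not account for the library alone. A mislabelled library was tested by its position between the other controls, at 0, and the *cora* libraries, at 1, over 1189 genes called without it. The median position was 0.57, and 43.7% of the genes lay nearer the other controls, which goes with a wrong label or a mixture and not with a typical control library. Over the 500 genes with the smallest p in a fit without the library, the position was 0.548 for control replicate 1, 0.007 and -0.003 for the other controls, and 0.861, 0.941, 1.05 and 0.631 for *cora* replicates 1 to 4. The exocrine pancreas level was then taken up as a second test, after this position had been seen. It was 1.60 in control replicate 1, 5.61 SD above the mean of the *cora* libraries, which goes against a wrong label, as does *taf5*, highest in this library. Because these values point in opposite directions, a mislabelled library cannot be told apart from an unusual control pool. In a mixture of control and *cora* hearts at that position, the lens list would take 0.287% of the counts, taking the *cora* library lowest for it, and it took 0.137%. The share runs from 0.423% to 7.73% in the *cora* libraries, so any other of them would predict a larger share. The lens share therefore goes against a mixture with hearts like those in the *cora* libraries. This rests on control replicate 1 alone, and a mixture with a *cora* pool of lower lens share than any measured is not excluded. The label was kept, and results without this library are given with the other alternatives.

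Transcripts of other tissues were abundant in all the libraries. In 7 of 7 libraries both the epidermis and the liver list took a larger share of the counts than the cardiomyocyte list. Cardiomyocyte genes took 0.0450%, 0.500% and 0.225% of the counts in control replicate 1, control replicate 3 and the unnumbered control library, and 0.294%, 0.0792%, 0.190% and 0.0729% in *cora* replicates 1 to 4. Epidermis genes took 1.19% to 3.44% and liver genes 0.387% to 3.03%. The heart muscle gene *myl7* was at 26.1, 1099 and 500 CPM in control and 548, 55.4, 294 and 70.2 CPM in *cora* libraries, and the epidermal keratin gene *krt4* at 7348 to 25378 CPM. The values are consistent with RNA from other cells in the pools. Of the 18 cardiomyocyte genes tested, 4 are also in the ventricle or atrium list, and *vmhc*, *nkx2.5*, *gata4* and *ttn.2* were not matched to a gene ID, so the shares understate heart muscle. A fold change here can therefore reflect the mix of tissues in a pool as well as transcription in heart cells.

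Most calls lay away from *taf5*. Mutants share the mutagenized haplotype around the gene, so differences linked to it rather than to the mutation were considered. On chromosome 1, 19 of 955 genes passed an adjusted p under 0.05, against 407 of 20677 elsewhere (odds ratio 1.01, 95% interval 0.60 to 1.61, Fisher's exact test, two-sided, p = 0.905). Within 5 Mb of *taf5*, 6 of 210 genes passed and 420 lay elsewhere (odds ratio 1.47, p = 0.313, Fisher's exact test), and within 10 Mb 10 of 399 (odds ratio 1.29, p = 0.463, Fisher's exact test). An excess of genes past the threshold within 5 Mb of taf5 was found by Fisher's exact test with calls from DESeq2 (odds ratio 1.69, p = 0.0167) and with at least 10 counts in every library (odds ratio 1.95, p = 0.0461). With each library left out in turn the odds ratio ran from 0.482 without *cora* replicate 2 to 3.05 without the unnumbered control library, and the p from 0.287 to 0.727. The 6 genes include *cxcl18b* and *gsk3bb*, named after their values were seen, with log2 fold changes of 2.65 and 2.12; *gsk3bb* lies directly beside *taf5*, and *cxcl18b* lies beyond it on the same side. A linked haplotype stays open for these 6 and for the other calls on chromosome 1, and is argued against for the 407 elsewhere.

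The paper states that loss of *taf5* or *taf1* did not change expression of the other, without naming the experiment. In the heart libraries *taf1* was at 36.3 ± 10.6 normalized CPM in control (SD, n = 3) and 35 ± 8.23 in *cora* (SD, n = 4), with a log2 fold change of -0.05 (adjusted p = 0.949 from the quasi-likelihood test). *taf5l* had a log2 fold change of 0.07 (adjusted p = 0.944). Over 15 TFIID genes, which include *taf5*, the median was 0.07 (camera, adjusted p = 0.516).

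The paper measured 4 genes by RT-PCR in whole embryos, which were not analysed here. It writes them *aspdh*, *suclg2*, *aidm5* (Aifdm5 in Fig. 8A) and *cox4il*, and the last 2 were taken here as *aifm5* and *cox4i1*, which is a reading of the names and was not tested. In the heart libraries *aspdh* had a log2 fold change of -1.15, *suclg2* one of -1.55 and *cox4i1* one of -0.36 (adjusted p = 0.539). *aifm5* was higher, at 0.749 ± 0.602 normalized CPM in control (SD, n = 3) and 5.49 ± 1.71 in *cora* hearts (SD, n = 4), a log2 fold change of 2.86 (standard error 0.58, adjusted p = 0.0453 from the quasi-likelihood test), and higher in 4 of 4 *cora* libraries than in any control library. With each library left out in turn, *aifm5* passed in 0 of 7 fits, with an adjusted p from 0.0531 without control replicate 1 to 0.17 without control replicate 3 and a log2 fold change from 2.51 to 3.76. As a list the 4 genes were not set apart (camera, adjusted p = 0.593).

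Camera called the p53 target list higher (median log2 fold change 0.99 over 18 genes, adjusted p = 4.1e-08). Of its genes 14 were higher and 4 lower, and 5 were higher at an adjusted p under 0.05. The call held under fry (adjusted p = 0.0197), not with the estimated correlation (0.107). Of the 35 splits, 1, the real one, gave a p as small, and 4 of 4 *cora* libraries lay above the control libraries. Among other calls, camera called the proteasome higher (median log2 fold change 0.40 over 37 genes, adjusted p = 2.2e-04) and the liver (-1.06 over 14 genes, 0.0116), photoreceptor (-0.66 over 13, 0.00807) and erythrocyte (-0.80 over 9, 0.0165) lists lower. None of the calls on the proteasome, liver, photoreceptor and erythrocyte lists held under fry, and 7, 18, 16 and 12 of the 35 splits gave a p as small. Without *cora* replicate 1 the adjusted p of the liver list was 0.140, without *cora* replicate 2 that of the photoreceptor list was 0.108, and without control replicate 1 that of the erythrocyte list was 0.142. The following lists were not called by camera: proliferation (median -0.28, adjusted p = 0.0978), mitochondrially encoded genes (-0.30, 0.179), mitochondrial ribosome (-0.09, 0.309), cardiomyocyte (-0.46, 0.402), ventricle (-0.34, 0.441), atrium (-0.32, 0.416), skeletal muscle (0.44, 0.0601), neuron (-0.27, 0.334), epidermis (0.10, 0.303), cartilage (0.19, 0.413), endothelium (-0.21, 0.334) and leukocyte (-0.34, 0.402). With control replicate 1 left out, camera called the skeletal muscle (adjusted p = 4.9e-05), epidermis (0.0097), cardiomyocyte (0.00287) and mitochondrial ribosome (0.0232) lists. Without the unnumbered control library it called the mitochondrially encoded genes (0.0213). With pyruvate dehydrogenase and the genes that Fig. 7C places beside the cycle, the TCA cycle list had a median of -0.23 over 31 genes (0.0512), and with assembly factors and mitochondrially encoded subunits the electron transport chain list had one of -0.29 over 125 genes (0.00105). The adjusted p is the second value in each pair.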
